# Comparative Transcriptomic Profiles of Differentiated Adipocytes Provide Insights into Adipogenesis Mechanisms of Subcutaneous and Intramuscular Fat Tissues in Pigs

**DOI:** 10.3390/cells11030499

**Published:** 2022-01-31

**Authors:** Pan Zhang, Bo Zhang, Peng Shang, Yu Fu, Ruixue Nie, Yangzom Chamba, Hao Zhang

**Keywords:** microRNA, subcutaneous adipocytes, intramuscular adipocytes, RNA-seq

## Abstract

Subcutaneous fat thickness and intramuscular fat content are closely related to meat production and quality in the pig industry. Adipogenesis in adipocytes from subcutaneous and intramuscular fat tissues involves different genes and regulatory mechanisms. Analyzing the data of mRNA and miRNA transcriptomes during the differentiation of adipocytes from these two sources will help identify the different mechanisms of subcutaneous and intramuscular fat deposition. In this study, RNA sequencing technology was used to analyze the differential expression of genes and miRNAs in subcutaneous and intramuscular adipocytes at days 0, 2, 4, and 8 of differentiation. We mainly attributed the difference between fat depositions of the two types of adipocytes to variations in the expression patterns of related genes. Through combined weighted gene co-expression network analysis and K-MEANS, we identified 30 and 22 genes that mainly regulated the differentiation of subcutaneous adipocytes and intramuscular adipocytes, respectively. A total of 17 important candidate miRNAs were identified. This study provides valuable reference for the study of different mechanisms of adipogenesis among subcutaneous and intramuscular fat and contributes to improving pig breeding.

## 1. Introduction

Adipose tissue is one of the largest and most vigorous organs in humans and animals and plays a major role in the control of energy homeostasis [1]. Many human diseases, including diabetes, nonalcoholic fatty liver disease, and cardiovascular disease, are related to lipid deposition and metabolism [2,3]. The formation of adipose tissue mainly comprises two processes: an increase in the number of adipocytes (proliferation) and hypertrophy of adipocytes (differentiation) [4,5]; the latter is accompanied by triglyceride synthesis and storage to form lipid droplets in adipocytes. In pig breeding, subcutaneous fat is reduced to improve the lean percentage and growth rate of the pigs, while intramuscular fat is increased to improve meat quality and flavor [6]. Adipocytes that are distributed intramuscularly and subcutaneously have different developmental processes, compositions, and metabolic functions [7]. The growth rate and lipid content of intramuscular fat are lower than those of subcutaneous fat [8,9]. In vitro experiments on adipogenesis revealed that carbon precursors for fatty acid synthesis in subcutaneous and intramuscular adipocytes are different [10]. Adipogenesis is a complex process that is regulated by various transcription events. In several genes, such as glucose transporters acetyl CoA carboxylase fatty acid synthase and lipoprotein lipase, the different expression levels of these genes may be attributable to the varied mechanisms of lipid formation between the subcutaneous and intramuscular fat tissues [11,12]. During differentiation, primary intramuscular vascular stem cells contain more differentially expressed genes than those in primary subcutaneous vascular stem cells, suggesting that the lipogenic mechanism of these intramuscular cells may be more complicated [13]. A variety of evidence indicates that subcutaneous and intramuscular fats are produced in different ways. However, the different functional genes and regulatory mechanisms of adipogenesis in adipocytes from two sources of subcutaneous and intramuscular fat tissues have not been clarified. 

MicroRNAs (miRNAs) are small non-coding RNAs that regulate the gene expression at the post-transcriptional level and adipogenesis in animals [14,15]. Transcriptomic profiles have been widely used to identify functional genes and non-coding RNAs for phenotype information in animals. Using transcriptomes data from pig backfat tissues and cultured adipocytes, several genes and miRNAs, *SLC27A1*, *ACAA2*, ssc-miR-132, ssc-miR-146b, and ssc-miR-221-5p, were screened that had regulative functions on fat deposition [15,16]. The genes of *POSTN* and *FGFR4* that might regulate intramuscular fat depositin were identified from transcriptomic profiles of intramuscular adipocytes in pigs [17]. The description of the transcriptome landscape comparisons is helpful to understand the regulatory genes on growth rate and meat quality in pigs.

In this study, porcine preadipocytes were isolated from subcutaneous fat and *longissimus dorsi* (LD) tissues and differentiation was induced in vitro. Adipocytes were collected at four time points (0, 2, 4, and 8 days after differentiation) to generate transcriptomic data of mRNAs and miRNAs using RNA-seq. The key functional genes and miRNAs involved in subcutaneous adipocytes or intramuscular adipocytes were identified to understand the regulatory mechanisms of fat deposition in the two tissues of pigs.

## 2. Materials and Methods

### 2.1. Ethics Statement

The animals were reared and handled in accordance with the Guide for the Care and Use of Laboratory Animals in China. All experimental guidelines were approved by the Committee on the Ethics of Animal Experiments of the China Agricultural University (permit number: SKLAB-2012-04-07).

### 2.2. Animals and Isolation of Preadipocytes

Three six-day-old Yorkshire piglets were provided by the Beijing Shunyi Pig Breeding Farm. Intramuscular preadipocytes were isolated from theLD and subcutaneous adipocytes were stripped from the back subcutaneous fat (BF) tissues. First, BF tissues were cut into pieces and digested with 1 mg/mL collagenase type I (Invitrogen, Carlsbad, CA, USA) at 37 °C for 60 min and then filtered through 70 and 200 mesh sieve to remove the undigested part. LD tissues were digested for 1.5–2 h with 2-mg/mL collagenase type I. Preadipocytes were cultured in Dulbecco’s modified Eagle’s medium/Ham’s F-12 (DMEM-F12) growth medium containing 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin at 37 °C in an atmosphere of 5% CO_2_. All culture medium components were obtained from Gibco (Grand Island, NY, USA).

### 2.3. Induced Differentiation of Adipocytes and Oil Red O Staining

When the cell confluency reached 90%, the standard culture medium was replaced with adipogenic induction medium (DMEM-F12 containing 10% FBS, 0.5-mM 3-isobutyl-1-methylxanthine, 1-µM dexamethasone, and 5-µg/mL insulin) (all Sigma, Beijing, China) for two days. Next, the cells were cultured in maintenance medium (growth medium supplemented with 5-μg/mL insulin) for an additional two days. The growth medium was then changed every alternate day until adipocyte maturation.

For Oil Red O staining, the culture medium was removed, and adipocytes were washed thrice with PBS and fixed in 4% formaldehyde for 30 min. Subsequently, 4% formaldehyde was removed, and cells were washed thrice with PBS and stained with Oil Red O for 20 min. Cells were washed thrice with PBS and photographed under a microscope (ZEISS, Jena, Germany). After the oil red O dye was extracted with isopropanol for 20 min, the absorbance was measured at a wavelength of 490 nm to quantify the lipid accumulation.

### 2.4. RNA Extraction, Library Preparation, and Sequencing

Total RNA was isolated from adipocytes after differentiation on days 0, 2, 4, and 8 using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA concentration and purity were measured using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit on the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). All RNA samples had RNA integrity number (RIN) values exceeding 8.6. High-throughput sequencing was performed using NovaSeq 6000, and 150 paired-end reads were generated.

For small RNA sequencing, first, 3′ SR and 5′ SR adaptors were ligated, and then reverse transcription of the synthetic first chain was performed. Afterward, PCR amplification was performed, and PAGE gel was used for electrophoresis fragment screening. The rubber was cut and recovered as fragments and purified to obtain a small RNA library. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v4-cBot-HS (Illumina, New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on a NovaSeq 6000, and 50 single-end reads were generated.

### 2.5. Read Mapping and Transcriptome Assembly

Clean reads were filtered by removing adapters, reads containing more than 10% unknown nucleotides (N), and low-quality sequences to obtain clean reads. Clean reads were mapped to the pig reference genome (scrofa. Sscrofa11.1, ftp://ftp.ensembl.org/pub/release-99/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa11.1.dna.toplevel.fa (4 December 2021) using HISAT2(2.0.4) [18,19].

StringTie (1.3.4 d) was used to assemble the transcript and calculate the fragments per kilobase million mapped read (FPKM) values [17]. DESeq2(1.6.3) was used to analyze the differences between the groups [20]. Differentially expressed genes (DEGs) were defined as those with a false discovery rate (FDR) < 0.01 and absolute log_2_ of the fold change |log_2_FC| ≥ 1.

### 2.6. Identification of miRNAs and Prediction of Their Target Genes

Clean reads were mapped to the pig reference genome (scrofa. Sscrofa11.1) with perfect matches using Bowtie software. Annotated tRNA, rRNA, snoRNA, and snRNA sequences were filtered out, and conserved miRNAs were identified using BLAST against miRbase. miRDeep2 software was used to predict new miRNAs based on the characteristics of the miRNA precursor hairpin structure. A differential expression analysis between the two groups was performed using the DESeq2 R package. Differentially expressed miRNAs (DE-miRNAs) were screened with a fold change criterion of  >1.5 and FDR < 0.05 using DESeq2. Target genes of the DE-miRNAs were predicted using miRanda and TargetScan. The miRNA–mRNA signaling pathway interaction network was generated using Cytoscape software (version 3.8.2; San Diego, CA, USA).

### 2.7. Functional Annotation of DEGs and Target Genes of DE-miRNAs

Gene Ontology (GO) enrichment analysis of the DEGs was implemented using the GOseq R packages based on Wallenius noncentral hypergeometric distribution [21], and KOBAS software was used to test the pathway enrichment in the Kyoto Encyclopedia of Genes and Genomes (KEGG).

### 2.8. Weighted Gene Co-Expression Network Analysis

All annotated genes (FPKM > 0.01) were analyzed using the weighted gene co-expression network analysis (WGCNA) package in R studio software. The parameters of the WGCNA program were as follows: minimum module size = 30, minimum height for merging modules = 0.25, and soft threshold = 15. Gene significance (GS) and module membership (MM) refer to the correlation between gene expression and each trait and the correlation between gene expression and each module eigengene, respectively. The correlation between GS and MM was performed using Pearson’s correlation in the WGCNA package. For the genes with eigengene-based connectivity values (|KME|) ≥ 0.7, |MM| ≥ 0.8, and |GS| > 0.3, the pivot gene was selected as the key module.

### 2.9. Verification of DEGs and DE-miRNAs from RNA-Seq

Three genes (*AGT*, *GK*, and *CAT*) and four miRNAs (ssc-miR-874, ssc-miR-370, ssc-miR-210, and ssc-miR-129b) were used for qRT-PCR verification. The primers used for quantitative real-time RT-PCR (qRT-PCR) are presented in Table S1. The FastKingRT Kit (Tiangen Biotech Co., Ltd., Beijing, China) was used to synthesize the first-strand cDNA. qRT-PCR was performed using SuperReal PreMix Plus (SYBR Green) (Tiangen Biotech Co., Ltd., Beijing, China) on a CFX96 Real-Time System (Bio-Rad, Hercules, CA, USA). The gene expression levels were calculated using the 2^−^^ΔΔ^^Ct^ method.

### 2.10. Statistical Analysis

Analysis of the phenotypic differences in the lipid accumulation and gene expression levels was performed using one-way analysis of variance (ANOVA) in SPSS software (version 21.0; IBM Corp. Released 2012. IBM SPSS Statistics for Windows, Armonk, NY, USA). Statistical significance was set at *p* < 0.05, and the results were presented as the mean ± SD or mean ± SE.

## 3. Results

### 3.1. Differentiation Efficiency of Subcutaneous Adipocytes Was Higher Than That of Intramuscular Adipocytes

The induced differentiation process is illustrated in Figure 1a. After the induction of differentiation, the preadipocytes gradually changed from fibrous to spherical. The subcutaneous preadipocytes began to appear as lipid droplets on the second day of differentiation, and they gradually accumulated as the differentiation time increased; a large number of these droplets were observed on day 8 (Figure 1c).

Compared to subcutaneous preadipocytes, intramuscular preadipocytes slowly produce lipid droplets. Only a small part of these droplets was formed after two days of differentiation, and their amount on the fourth day was similar to that on the second day. However, on the eighth day, the accumulation of lipid droplet accumulation increased significantly (Figure 1d). In general, the total number of lipid droplets produced by intramuscular adipocytes was less than that produced by subcutaneous adipocytes (Figure 1b).

### 3.2. Overview of the Sequencing Data

The transcriptomes of the 24 samples generated 160.63 Gb of clean data, and the percentage of clean Q30 bases ranged from 90.40% to 96.24%. The clean reads of each sample were aligned with the reference genome (Scrofa 11.1), and the mapping ratio ranged from 90.40% to 96.24% (Table S2. For miRNA sequencing, we obtained a total of 327.35 million clean dates, and the Q30 of all samples exceeded 95.13% (Table S2), indicating that the sequencing data can accurately represent the miRNA transcriptome profile in the cell. 

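Small RNA was sequenced from cultures of subcutaneous (BF) and intramuscular (IMF) adipocytes collected on day 0, day 2, day 4 and day 8, with 3 libraries for each of the 8 groups. The authors matched the clean reads to Sscrofa11.1 without mismatches, removed reads of annotated tRNA, rRNA, snoRNA and snRNA, and counted the remaining reads on miRNAs of miRBase and on new miRNAs predicted by miRDeep2. The deposited values, called TPM, are reads per 1000000 reads counted on miRNAs: each of the 24 columns sums to 1000000, and all 38088 values lie within 0.000903 of a whole number of reads. Per library, between 4954845 (BF-8d, replicate 3) and 16863560 (BF-0d, replicate 3) reads were counted on miRNAs, with a median of 10614384. 1 read is therefore worth from 0.0593 to 0.202 TPM, and 3 reads, taken here as the smallest amount a library can show, from 0.178 to 0.605 TPM. Such floors and any interval cover counting error only, because PCR copies of one molecule cannot be told from separate molecules. Libraries of one group differed by more than counting error, with a chi-square per degree of freedom of at least 38.8 in the 24 pairs of libraries within groups.

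The clean reads listed in Table S2 sum to 327352038, and the lowest Q30 was 95.13% (IMF-8d, replicate 3). The share of clean reads counted on miRNAs was 88.4% ± 1.81 (SD, n = 3) in BF-0d, 85.1% ± 3.43 (SD, n = 3) in BF-2d, 63.3% ± 3.93 (SD, n = 3) in BF-4d and 51.5% ± 18.9 (SD, n = 3) in BF-8d. In the IMF libraries it lay between 88.3% and 91.9%. ssc-miR-21-5p took from 27.9% to 60.5% of the reads of a library, and the 10 most abundant miRNAs together took from 86.2% to 92.5%. From the number of clean reads and their Q30, the paper concludes that the data represent the miRNAs of the cells accurately.

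**Figure D1:**
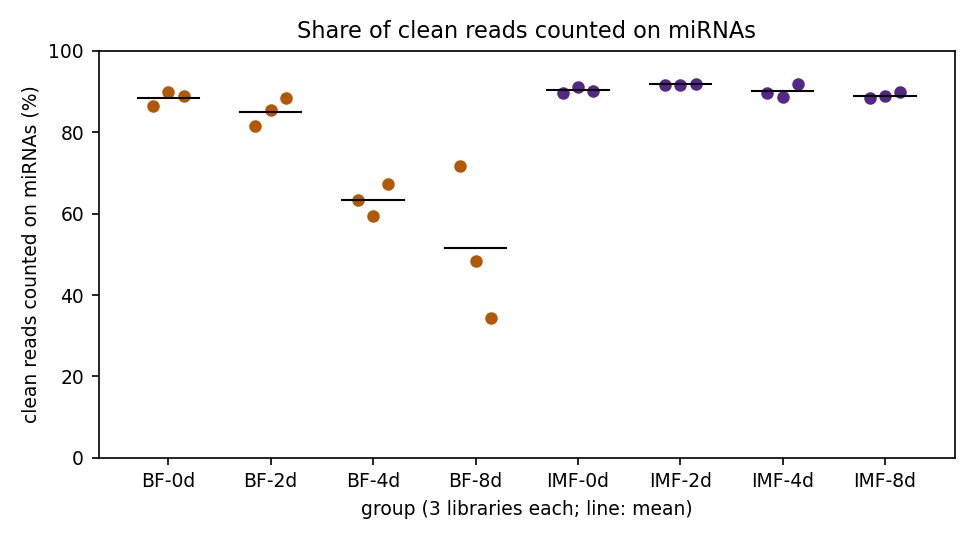
Percent of clean reads counted on miRNAs (vertical axis) in each of the 24 libraries, by group (horizontal axis); points are libraries and lines are group means. The BF-4d and BF-8d libraries lie at or under 71.7%, and every other library at or over 81.5%.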

A total of 25,462 genes and 1587 miRNAs were identified using RNA-seq. The sum of the FPKM value of all samples > 1 was considered to be a reliably expressed gene. Of these, 16,135 genes were reliably expressed (Figure S1a). Of the 1587 miRNAs, 363 were known, and 1224 were newly predicted (Table S3). 

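Of the 363 known entries, 270 had reads in every library, and the median of their mean values was 11.1 TPM. Of the 1224 new entries, 207 had reads in every library and 18 in 1 library only. The median of their mean values was 0.106 TPM, close to the median worth of 1 read (0.0942 TPM), and together they held from 0.255% to 0.433% of the miRNA reads of a library. Each library detected between 866 and 1075 entries. Only entries with a mean of at least 1 TPM over the 24 libraries were tested further, which left 430 entries, 270 of them known and 160 new.

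Entries are not all distinct molecules. In the part of Table S3 used here, 958 entries have a mature sequence, and 68 of them share it with another entry, so that 919 sequences are distinct. Over the whole table, 119 entries, 111 of them new, have the same value as another entry in all 24 libraries. All 958 entries of Table S3 carry the same values as the deposited ones in every library.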

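Mature sequences were taken from Table S3, which gave them for 358 known and 600 new miRNAs. Lengths ran from 19 to 26 nt among the known and from 18 to 25 nt among the new. A length of 22 nt was held by 166 known (46.4%) and 236 new (39.3%) sequences. From 21 to 23 nt lay 88.3% of the known sequences (95% Wilson interval 84.5 to 91.2) and 74.5% of the new ones (70.9 to 77.8). Weighted by mean TPM instead of counting each sequence once, these shares were 93.4% and 89.6%. The weighted share of 22 nt was 82.2% for known miRNAs, and 63.5% with ssc-miR-21-5p left out.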

The known and new miRNAs identified by sequencing and the overall miRNA length distributions were mainly concentrated in 21–23 nt, with the most abundant distribution being 22 nt (Figure S1). 

### 3.3. Differentially Expressed Genes and miRNAs between Stages and between the Two Preadipocytes during Differentiation

The statistics for the number of DEGs and DE-miRNAs are shown in Figure 2. More DEGs and DE-miRNAs in the early stages of subcutaneous adipocyte differentiation were observed than those in the differentiation of intramuscular adipocytes. 

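For each comparison of adjacent days, limma was fitted to log2(TPM + 1) of the 3 and 3 libraries over the 430 tested miRNAs, and a DE-miRNA had a Benjamini-Hochberg FDR under 0.05 and a fold change above 1.5, the criteria of the paper. On this scale the change of miRNAs with low values is understated. In subcutaneous adipocytes, BF-0d vs BF-2d gave 18 DE-miRNAs, 12 of them higher on day 2, and BF-2d vs BF-4d gave 26, with 25 higher on day 4. In intramuscular adipocytes, IMF-0d vs IMF-2d and IMF-2d vs IMF-4d gave 0 DE-miRNAs each. Their numbers with an unadjusted p under 0.05 were 68 and 65, against 104 and 117 in subcutaneous adipocytes. All 3 libraries of one day lay above all 3 of the other for 128 and 150 miRNAs in subcutaneous and for 85 and 95 in intramuscular adipocytes, where chance alone separates 10% of the 430. Over the alternatives BF-0d vs BF-2d ranged from 0 (replicate block, and 4 of the 6 fits without a library) to 56 (edgeR and DESeq2), and BF-2d vs BF-4d from 0 (no filter) to 104 (one fit of all 24 libraries), with 2 or 3 without replicate 3 or 2 of BF-4d. IMF-0d vs IMF-2d reached 12 without replicate 2 of IMF-0d, and IMF-2d vs IMF-4d 2 with DESeq2, so the excess of BF over IMF does not hold under every alternative. The difference between the sources was also tested directly: the change from day 0 to day 2 differed between BF and IMF for 10 miRNAs, and that from day 2 to day 4 for 33 (limma interaction contrasts, FDR under 0.05).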

During the differentiation of subcutaneous adipocytes, the largest number of DEGs appeared in BF-0d vs. BF-2d. 

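From day 4 to day 8, 56 DE-miRNAs were found in intramuscular adipocytes (IMF-4d vs IMF-8d), 46 of them known, against 13 in subcutaneous adipocytes (BF-4d vs BF-8d). Of the 56, 53 were higher on day 8. The excess of IMF over BF does not hold under every alternative. One fit of all 24 libraries gave 69 DE-miRNAs in IMF and 81 in BF. Leaving out replicate 1 of every group gave 16 and 44. The remaining settings kept the order, although leaving out 1 library moved the BF count to between 0 and 30. The 3 libraries of day 4 did not overlap the 3 of day 8 for 165 of the 430 miRNAs in intramuscular adipocytes (38.4%) and for 114 in subcutaneous ones (26.5%). After median-of-ratios scaling of the libraries, which shifted the median log2 fold change of all miRNAs in IMF-4d vs IMF-8d by -0.15, the counts were 48 and 16, and 77.1% of the 48 were higher on day 8 in place of 94.6%. The largest rise in intramuscular adipocytes was that of novel_miR_298, which had at most 3 reads in any IMF-4d library and 22.6 TPM ± 1.94 (SD, n = 3) in IMF-8d, at least 79.7-fold higher (limma log2 fold change 4.44, standard error 0.17, adjusted p = 7.86e-06). The largest fall was that of ssc-miR-7857-3p, from 25.6 ± 2.70 to 10.3 ± 3.85 TPM (log2 fold change -1.28, standard error 0.25, adjusted p = 0.0146).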

In intramuscular adipocytes, IMF-4d vs. IMF-8d exhibited the largest number of DEGs during differentiation, and the number of DE-miRNAs demonstrated the same distribution trend.

A total of 2365 DEGs and 68 DE-miRNAs were found in subcutaneous adipocytes during differentiation, and 24 DEGs and two DE-miRNAs were shared by all three pairs between stages (Figure 2a,e). 

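Over the 3 comparisons of adjacent days in subcutaneous adipocytes, 51 miRNAs were DE-miRNAs in at least 1 comparison and 1 in all 3. That 1 is ssc-miR-210. Its values were 17.8 ± 2.39, 62.8 ± 21.1, 196 ± 57.9 and 498 ± 103 TPM (SD, n = 3) on days 0, 2, 4 and 8. By limma its log2 fold changes were 1.71 (standard error 0.27, adjusted p = 0.0225), 1.64 (0.31, adjusted p = 0.0137) and 1.36 (0.27, adjusted p = 0.0183). With 1 of the 6 libraries left out in turn, the first step passed both criteria in 1 of 6 fits and the other steps in 3 of 6 each, while the log2 fold change of the first step stayed between 1.48 and 1.98. The number of DE-miRNAs in any step was 174 in one fit of all 24 libraries and 8 without the filter on low values. DESeq2, the tool of the paper, gave 106 miRNAs in any step and 4 in all steps when run on the whole reads behind the TPM values.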

During the differentiation of intramuscular adipocytes, 2320 DEGs and 45 DE-miRNAs were tested; six DEGs and one DE-miRNA were shared by the three comparison groups (Figure 2b,f).

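In intramuscular adipocytes, 56 miRNAs were DE-miRNAs in at least 1 of the 3 comparisons of adjacent days and 0 in all 3, since the earlier steps gave none. With DESeq2 on whole reads, 66 miRNAs were found in at least 1 comparison and 1 in all of them. Comparing the first and last day directly, limma gave 131 DE-miRNAs for IMF-0d vs IMF-8d and 184 for BF-0d vs BF-8d.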

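Of the DE-miRNAs of the adjacent-day comparisons, 17 were found in subcutaneous as well as intramuscular adipocytes. All 17 moved in the same direction from day 0 to day 8 in the 2 sources, judged by the group means. Most DE-miRNAs of each source were rises, so the selection alone made such agreement likely. Some of the 17 entries had equal changes in every step, so the 17 are not all independent. The overlap depended on the settings: it held 48 miRNAs in one fit of all 24 libraries, 33 with DESeq2 and 18 after median-of-ratios scaling, and 0 miRNAs without the filter on low values.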

Upon comparing all DEGs and miRNAs in the differentiation process of the two adipocytes, 1116 overlapping genes and 22 overlapping miRNAs were identified. During the differentiation of subcutaneous adipocytes, 1249 specific DEGs and 46 specific DE-miRNAs were identified, whereas 1204 DEGs and 23 DE-miRNAs were specific differentially expressed in intramuscular adipocytes (Figure 2c,g). 

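The sets specific to one source held 34 DE-miRNAs in subcutaneous and 39 in intramuscular adipocytes. A miRNA that is past the criteria in one source only is not thereby shown to change differently, so the difference itself was tested. A moderated F test of the source-by-day interaction in limma, over all 24 libraries, gave 136 of the 430 miRNAs an FDR under 0.05, 89 of them known and 47 new. By step, the change from day 4 to day 8 differed between the sources for 53 miRNAs.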

Upon comparing the two kinds of adipocytes at the same differentiation stage, a total of 4059 DEGs and 227 DE-miRNAs were identified. 

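Between the sources on the same day, BF-0d vs IMF-0d gave 126 DE-miRNAs, BF-2d vs IMF-2d 53, BF-4d vs IMF-4d 156 and BF-8d vs IMF-8d 160, together 249 different miRNAs. The numbers higher in IMF were 58, 25, 32 and 52. This balance follows the scaling of the libraries: median-of-ratios scaling raised the median log2 fold change by 0.12, 0.13, 0.34 and 0.25 on the 4 days, and the percent of DE-miRNAs higher in IMF moved from 46.0 to 62.4, from 47.2 to 60.0, from 20.5 to 43.3 and from 32.5 to 56.5. The largest rise from BF to IMF was that of ssc-miR-196b-5p on each of the 4 days. It had 1.55 ± 0.324 TPM in BF-0d and 32.0 ± 4.98 in IMF-0d (SD, n = 3), with a log2 fold change of 3.69 (standard error 0.18, adjusted p = 3.71e-04 by limma), and its log2 fold changes on days 2, 4 and 8 were 3.79, 3.71 and 4.21. DESeq2 gave 220 miRNAs in at least 1 of the 4 comparisons, and the strictest filter, a mean of 10 TPM, gave 152.

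**Figure D2:**
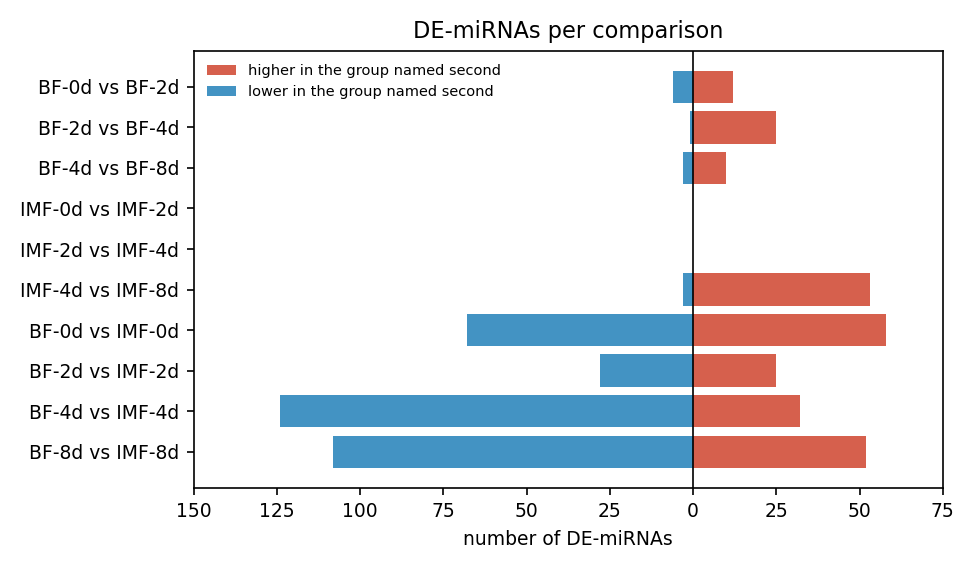
Number of DE-miRNAs (horizontal axis) in each of the 10 comparisons (vertical axis), by limma on log2(TPM + 1); bars to the right count miRNAs higher and bars to the left miRNAs lower in the group named second. BF-4d vs IMF-4d has 124 lower and 32 higher, and IMF-0d vs IMF-2d and IMF-2d vs IMF-4d have 0.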

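On all 4 days, 29 miRNAs were DE-miRNAs between the sources, 18 higher and 11 lower in IMF, and 0 changed direction between days. The count was 35 with DESeq2 and 2 without the filter on low values. When the libraries of one replicate number were left out of every group, it lay between 0 and 13.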

Among these, 164 genes and 30 miRNAs were differentially expressed in the four differentiation stages (Figure 2d,h).

### 3.4. Enrichment Analysis of Signal Pathways of DEGs

We performed a functional enrichment analysis of the overlapping DEGs and specific DEGs in the differentiation process of the two adipocytes. Overlapping DEGs enriched 278 signaling pathways. Subcutaneous and intramuscular adipocyte-specific DEGs were enriched in 274 and 282 pathways, respectively. The main enriched pathways were glycolysis/gluconeogenesis, rheumatoid arthritis, metabolic pathways, steroid biosynthesis, amino acid biosynthesis, HIF-1 signaling pathway, focal adhesion, interaction of viral proteins with cytokines and cytokine receptors, carbon metabolism, fatty acid metabolism, and other pathways (Figure 3a and Table S4). In total, 239 overlapping pathways were identified. Specific pathways are shown in Figure 3b. The genes that targeted the same pathway are shown in Figure 3c. More genes targeted fatty acid metabolism and carbohydrate metabolism-related pathways in intramuscular adipocytes than in subcutaneous adipocytes. The above results indicated that the differentiation process of adipocytes from the two sources was regulated by some of the same genes, as well as by some specific genes, and most of the pathways involved in these genes were the same. 

The DEGs between the two adipocyte groups may explain the differences between the production mechanisms of the two adipocytes. The KEGG analysis showed that, on day 0 of the differentiation, although the induction of differentiation had not yet begun, the highly expressed genes of intramuscular fat cells were enriched in the cell cycle, DNA replication, carbohydrate digestion and absorption, starch and sucrose metabolism, glycolysis/gluconeogenesis, citrate cycle (TCA cycle), and biosynthesis of the unsaturated fatty acids pathway, while the highly expressed genes in subcutaneous fat participate in the Hippo signaling pathway, multiple species, butanoate metabolism, propanoate metabolism, various amino acid metabolism, fatty acid biosynthesis, and other signaling pathways (Figure 4a).

On days 2 and 4 of differentiation, the genes highly expressed in intramuscular adipocytes were mainly involved in DNA replication, synthesis, the degradation of ketone bodies, other glycan degradation, maturity onset diabetes of the young, and other pathways. The highly expressed genes in subcutaneous adipocytes were mainly involved in fatty acid biosynthesis, the adipocytokine signaling pathway, the MAPK signaling pathway, ether lipid metabolism, sphingolipid metabolism, and alpha-linolenic acid metabolism (Figure 4b,c). After eight days of differentiation, genes with a high expression in intramuscular adipocytes were mainly involved in pathways related to glucose metabolism, such as the pentose phosphate pathway, the Toll and Imd signaling pathway, the Hippo signaling pathway, multiple species, phenylalanine metabolism, and nitrogen metabolism. The genes highly expressed in subcutaneous adipocytes are mainly involved in the mRNA surveillance pathway, spliceosome, ribosome, and fatty acid biosynthesis (Figure 4d). 

### 3.5. WGCNA Network Construction

A total of 30 modules were identified. The number of module genes ranged from 41 to 959 (Figure 5a). Analysis of the module–character relationship showed that there were 18 modules related to subcutaneous fat differentiation (*p* < 0.05) and 18 modules for intramuscular fat differentiation (Figure 5b). We performed the KEGG enrichment analysis of the genes in these modules and selected lipid metabolism, carbohydrate metabolism, glycerolipid metabolism, and other pathways that are directly or indirectly related to lipid production. The genes in these pathways served as candidate genes related to the traits in this module.

To further target the candidate genes, we set the relevant module genes in each period as |MM| ≥ 0.8 and |GS| ≥ 0.3 as a more stringent screening criterion. We identified the DEGs that regulate each differentiation stage. A total of 93 DEGs played a regulatory role in the differentiation of subcutaneous adipocytes, of which 21 genes played a role on day 0 of subcutaneous adipocyte differentiation, 16 genes were related to days 2, 20 genes related to day 4, and 36 genes related to day 8. For intramuscular adipocytes, there were 83 genes related to the differentiation process, including 11 related to day 0, 3 related to day 2, 20 related to day 4, and 49 related to day 8 (Figure 5c).

The DEGs between the two adipocytes (IMF vs. BF) in the four periods may be genes that specifically regulate the differentiation of the two adipocytes. We performed the KEGG analysis on the DEGs between the groups and found 466 genes involved in the lipid metabolism-related pathways (Figure S2a and Table S5). 

Combining these 466 genes with genes related to the differentiation of BF and IMF analyzed by the WGCNA, we found 40 genes that may specifically regulate subcutaneous fat deposition, 35 genes that specifically regulate intramuscular fat deposition, and 7 genes that coregulate the differentiation of these two adipocytes (Figure S2b). 

### 3.6. K-Means Co-Expression Trend Analysis of DEGs

Genes with similar expression patterns may be subjected to similar regulatory patterns [22]. Therefore, we analyzed the DEGs by comparing their expression trends during adipocyte differentiation. Using K-means clustering for the expression trend analysis, we obtained 19 expression pattern types in the subcutaneous adipocyte group (Figure 6), with the number of genes ranging from 13 to 384 genes. A total of 11 patterns were obtained in the intramuscular adipocyte group, with the number of genes ranging from 51 to 481 (Figure 7a). We merged the modules with the same trend according to the expression trend and, finally, divided them into eight model types in the subcutaneous adipocyte group and six model types in the intramuscular adipocyte component. Next, we combined the specific candidate genes found by WGCNA and the genes obtained by the K-means cluster analysis with 30 genes that may specifically play an important role in the differentiation of subcutaneous adipocytes, including *PCK1*, *STAT1*, *IGF1*, *CYP26B1*, *CAT*, *AGT*, *SOAT1*, *ENO2*, *GK*, and *FABP4* (Figure 7b and Table S6a). For intramuscular adipocytes, 22 genes specifically played an important role in the differentiation process, such as *FGF2*, *COX4I2*, *THSD7A*, *SHC3*, *CACNG7*, and *GLA* (Figure 7c and Table S6b). The expression levels of the 52 genes in the two adipocytes are shown in Figure S3.

### 3.7. miRNA-Target Genes Identification and Functional Annotation

Target genes for all differentially expressed miRNAs (DE-miRNAs) were predicted, and the negative regulatory relationship between the target genes and DEGs was analyzed. A total of 17 DE-miRNAs targeted 187 DEGs in comparison of the adjacent time groups during the differentiation process of the subcutaneous adipocytes, and 12 DE-miRNAs targeted 255 DEGs in intramuscular adipocytes. 

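Table S7 lists, for each comparison, the DE-miRNAs with predicted targets and their direction. For the adjacent days of subcutaneous adipocytes it lists 19, 5 and 4 miRNAs, all tested here and all with the listed direction of change. Of these, 10, 2 and 2 passed both criteria in the limma fits. For IMF-4d vs IMF-8d it lists 15 miRNAs, of which 14 were tested, 14 had the listed direction and 8 passed both criteria.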

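For the comparisons of BF with IMF, Table S7 lists 31 miRNAs on day 0, 7 on day 2, 28 on day 4 and 35 on day 8. Tested here were 29, 7, 26 and 32 of them, all with the listed direction, and 28, 4, 23 and 27 passed both criteria by limma. Over all comparisons of Table S7 the limma fits called 104 of its entries and DESeq2 on whole reads called 134, with 0 called in the opposite direction by limma. Target prediction and the expression of the target genes were not analysed here.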

For group BF0d vs. IMF0d, we found 19 DE-miRNAs negatively regulated 177 DEGs, BF2d vs. IMF2d group, found that three DE-miRNAs negatively regulated four DEGs, the BF4d vs. IMF4d group, found 17 DE-miRNAs negatively regulated 462 DEGs, and for group BF8d vs. IMF8d, 48 DE-miRNAs were found to target 522 genes (Table S7).

The KOBAS online software was used to perform the GO and KEGG functional enrichment analyses of the target genes. In total, 157 KEGG signaling pathways were enriched in 187 genes targeted by 17 DE-miRNAs during subcutaneous adipocyte differentiation. The main pathways included the pentose phosphate pathway, glucagon signaling pathway, fructose and mannose metabolism, Hippo signaling pathway, and propanoate metabolism (Figure S4a). For intramuscular adipocytes, 175 signaling pathways were enriched, and the main pathways included taurine and hypotaurine metabolism, glutathione metabolism, arachidonic acid metabolism, cholesterol metabolism, steroid biosynthesis, purine metabolism, pyrimidine metabolism, fat digestion and absorption, and some disease-related pathways (Figure S4b).

The target gene enrichment analysis of the DE-miRNAs compared between two adipocytes at the same differentiation stage showed that the main enrichment pathways of the target genes of the DE-miRNAs downregulated in intramuscular adipocytes were peroxisome, alanine, aspartate, and glutamate metabolism; fatty acid degradation; valine, leucine, and isoleucine degradation; glycerolipid metabolism; renin secretion; fatty acid metabolism; fluid shear stress and atherosclerosis; and aldosterone synthesis and secretion. The target genes of the DE-miRNAs upregulated in intramuscular adipocytes were mainly enriched for insulin resistance, glycosaminoglycan biosynthesis–keratan sulfate, starch and sucrose metabolism, aldosterone-regulated sodium reabsorption, staphylococcus aureus infection, retinol metabolism, and fructose and mannose metabolism (Figure S4c).

### 3.8. Key miRNAs Identified in Two Adipocytes

To identify the key miRNAs that regulate lipid metabolism, we constructed a co-expression network diagram of miRNAs, targeted mRNAs, and related signaling pathways involved in targeted mRNA. In the subcutaneous adipocyte group, 32 miRNA–mRNA pairs were constructed from 13 miRNAs and 23 targeted mRNAs (Figure 8a). 

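Among the miRNAs of the subcutaneous network, ssc-miR-185 fell from 801 ± 97.3 TPM in BF-0d to 384 ± 47.9 in BF-2d (SD, n = 3), a log2 fold change of -1.06 (standard error 0.16, adjusted p = 0.0217 by limma). All 3 libraries of day 2 lay below those of day 0, for which the exact two-sided permutation p is 0.1, the smallest that 3 against 3 libraries allow. The call held in 9 of 19 alternatives, including 1 of the 6 fits without a library, with adjusted p from 3.10e-07 to 0.199 in limma, edgeR and DESeq2. ssc-miR-615 went from 52.0 ± 12.1 TPM in BF-2d to 28.6 ± 5.21 in BF-4d (log2 fold change -0.83, standard error 0.26, limma adjusted p = 0.0768), which does not pass the FDR criterion. It did pass after median-of-ratios scaling, with a log2 fold change of -0.94 and an adjusted p of 0.0302, the adjusted p ranging from 0.00159 to 0.445 over the settings tried.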

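Of the miRNAs of the intramuscular network, ssc-miR-199a-5p went from 6437 ± 569 TPM in IMF-4d to 4909 ± 772 in IMF-8d (SD, n = 3). Its log2 fold change was -0.40 (standard error 0.16, limma adjusted p = 0.129). For ssc-miR-339-5p the values were 65.6 ± 20.1 and 44.0 ± 5.39 TPM, with a log2 fold change of -0.52 (standard error 0.25, limma adjusted p = 0.179). Neither passes the criteria in the limma fit. After DESeq2 on whole reads, which scales the libraries by size factors, the log2 fold changes were -0.64 (adjusted p = 7.13e-04, from 7.13e-04 to 0.432 over the settings) and -0.80 (adjusted p = 7.45e-04, from 7.45e-04 to 0.493), and the 2 miRNAs passed.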

In the intramuscular adipocyte group, 7 miRNAs and 33 targeted mRNAs were used to construct 43 miRNA–mRNA pairs (Figure 8b). Among them, ssc-miR-210, ssc-miR-145-5p, and novel-miR-126 are shown in the two network diagrams, indicating that these three miRNAs play a regulatory role in the two adipocytes. 

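In intramuscular adipocytes ssc-miR-210 had 67.9 ± 8.60, 61.2 ± 4.66, 58.7 ± 4.20 and 258 ± 44.1 TPM (SD, n = 3) on days 0, 2, 4 and 8, and its log2 fold change from day 4 to day 8 was 2.11 (standard error 0.16, limma adjusted p = 2.66e-04). Compared with BF it was higher in IMF on day 0 (log2 fold change 1.87, adjusted p = 0.00105) and lower on day 4 (-1.68, adjusted p = 4.26e-04) and day 8 (-0.94, adjusted p = 0.00142). Its time course differed between the sources (interaction F test in limma, adjusted p = 7.28e-08). The mature sequence CTGTGCGTGTGACAGCGGCTGA occurs 1 time in Sscrofa11.1, in the precursor on chromosome 2 from 335271 to 335346.

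ssc-miR-145-5p fell from day 4 to day 8 in BF from 1377 ± 495 to 575 ± 93.5 TPM (SD, n = 3; log2 fold change -1.20, limma adjusted p = 0.0541) and in IMF from 1317 ± 226 to 890 ± 66.2 (-0.55, adjusted p = 0.0590). Neither fall passed the FDR criterion, although the 3 libraries of day 8 lay below those of day 4 in each source. With median-of-ratios scaling the adjusted p was 0.0330 in BF (from 8.28e-04 to 0.306 over the settings) and 0.0130 in IMF (from 7.27e-06 to 0.265). On day 8 the miRNA was higher in IMF than in BF (log2 fold change 0.64, adjusted p = 0.00747), while its interaction test gave an adjusted p of 0.223.

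novel_miR_126 had few reads, from 26 to 162 per library. From day 4 to day 8 it went from 7.60 ± 1.18 to 17.8 ± 8.49 TPM in BF (log2 fold change 1.01, limma adjusted p = 0.151) and from 5.70 ± 1.85 to 2.74 ± 0.718 in IMF (-0.82, adjusted p = 0.0663). Its time course differed between the sources (interaction F test in limma, adjusted p = 8.64e-04), and on day 8 it was lower in IMF by a log2 fold change of -2.21 (limma adjusted p = 1.42e-04). The BF-8d libraries had 8.10, 24.0 and 21.2 TPM, with 71.7%, 48.5% and 34.3% of their clean reads on miRNAs. The rise in BF therefore rests on the libraries with the lower shares, and a source in other RNAs is not excluded for it. Its 25-nt sequence CCTGGCCTGGGAACTTCCATATGCC has 3360 exact copies in Sscrofa11.1, all soft-masked as repeats, so its reads cannot be assigned to one place. From the presence of the 3 miRNAs in the networks of the 2 sources, the paper concludes that they play a regulatory role in the 2 kinds of adipocytes.

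**Figure D3:**
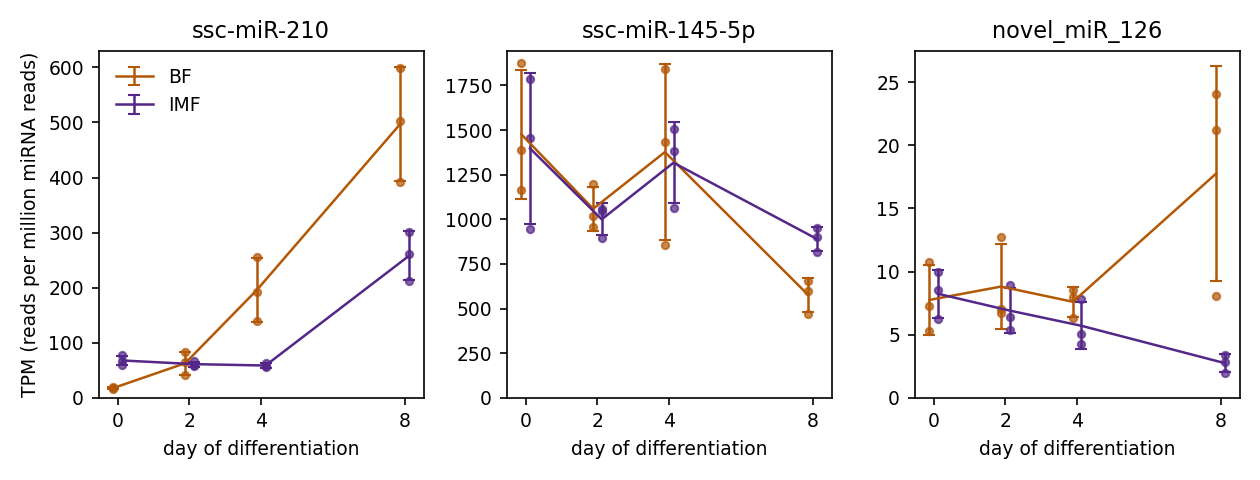
TPM (vertical axes, linear, from 0) of ssc-miR-210, ssc-miR-145-5p and novel_miR_126 by day of differentiation (horizontal axes) in BF and IMF; points are libraries, lines join group means and bars are SD (n = 3). On day 8, novel_miR_126 has a mean of 17.8 TPM in BF, where the libraries range from 8.10 to 24.0, and 2.74 in IMF.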

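Over the 24 libraries, the 17 key miRNAs of the paper range in mean value from 2.68 TPM (novel_miR_433, with as few as 4 reads in a library) to 5543 TPM (ssc-miR-199a-5p, with at least 29569 reads). Mature sequences were at hand for 16 of them and 13 are distinct, since novel_miR_326, novel_miR_433, novel_miR_930 and novel_miR_1018 share one. With ssc-miR-129b, which the paper measured by qRT-PCR, 18 miRNAs were tested for a time course that differs between BF and IMF, and 11 had an adjusted p under 0.05 in the limma interaction test. Those that did not were ssc-miR-145-5p, ssc-miR-370, ssc-miR-874, ssc-miR-615, ssc-miR-6782-3p, ssc-miR-199a-5p and ssc-miR-339-5p. Counted over the 10 comparisons, the limma fits called these 18 miRNAs 32 times, and DESeq2 on whole reads called them 50 times.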

The expression levels of 17 key miRNAs in the differentiation process of the two adipocytes are shown in Figure S5. In addition, ssc-miR-6782-3p was identified, and its expression trend in the two adipocytes was basically the same; therefore, it is speculated to have a regulatory effect on the differentiation of the two adipocytes. In addition to the four aforementioned miRNAs, the remaining miRNAs in the two network diagrams may be important for the two adipocytes. ssc-miR-370 and ssc-miR-874 target a large number of genes related to the adipocytokine signaling pathway, the MAPK signaling pathway, and certain pathways related to glucose metabolism, including *PRKAG2*, *CA13*, *FOS*, *SFRP1*, and *FGF1*. 

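ssc-miR-6782-3p had 24.2 ± 4.01, 30.9 ± 2.81, 25.2 ± 4.71 and 13.8 ± 3.06 TPM (SD, n = 3) on days 0, 2, 4 and 8 in BF, and 21.8 ± 1.25, 32.8 ± 2.35, 27.1 ± 7.17 and 16.2 ± 1.77 TPM in IMF. A difference between the 2 time courses was not detected (interaction F test in limma, adjusted p = 0.710). Between the sources its log2 fold change was -0.13, 0.09, 0.09 and 0.23 on the 4 days, none past the criteria. From day 0 to day 8 its log2 fold change was -0.78 in BF (limma adjusted p = 0.0113) and -0.42 in IMF (adjusted p = 0.0492, below the fold change criterion), and from day 2 to day 8 it was -1.13 in BF (adjusted p = 0.00154) and -0.98 in IMF (adjusted p = 0.00247). The adjacent step IMF-4d vs IMF-8d, under which Table S7 lists it, had a log2 fold change of -0.69 and an adjusted p of 0.0741 by limma, and passed with DESeq2 (-0.97, adjusted p = 1.72e-05, from 1.72e-05 to 0.242 over the settings). Its precursor lies on an unplaced scaffold of Sscrofa11.1 from 3907 to 3981, and its mature sequence occurs 4 times in the assembly. From the similar trend in the 2 kinds of adipocytes, the paper proposes a regulatory effect on the differentiation of the 2 kinds.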

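ssc-miR-370 had 43.0 ± 15.6, 116 ± 61.3, 58.1 ± 37.7 and 20.4 ± 8.84 TPM (SD, n = 3) on days 0, 2, 4 and 8 in BF. The steps under which Table S7 lists it, a rise to day 2 (log2 fold change 1.29, standard error 0.52, limma adjusted p = 0.187) and a fall from day 4 to day 8 (-1.37, standard error 0.48, adjusted p = 0.133), did not pass the criteria, and the 3 libraries of days 0 and 2 overlap. DESeq2 on whole reads called the 2 steps (adjusted p = 5.67e-04, from 5.67e-04 to 0.543 over the settings, and adjusted p = 0.0125, from 0.0125 to 0.569). In IMF it had 213 ± 78.5, 173 ± 5.28, 124 ± 23.1 and 120 ± 23.5 TPM, and it was higher in IMF than in BF on day 0 (log2 fold change 2.27, adjusted p = 0.00946), day 4 (1.27, adjusted p = 0.0197, called in 3 of the 6 fits without a library) and day 8 (2.59, adjusted p = 1.13e-05), but not past the FDR criterion on day 2 (0.75, adjusted p = 0.332). Neighbouring miRNAs on chromosome 7 differed in the same direction.

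ssc-miR-874 is a low miRNA, with 13 to 85 reads per library. It fell in BF from 5.17 ± 0.409 TPM on day 0 to 2.10 ± 0.781 on day 2 (log2 fold change -1.02, standard error 0.20, limma adjusted p = 0.0455). The call held in 6 of 18 alternatives, including 1 of the 6 fits without a library (adjusted p from 0.00443 to 0.417). On day 0 the log2 value in IMF was lower by 1.00 (limma adjusted p = 0.00849), with 2.11 ± 0.616 TPM there, and on days 2, 4 and 8 it was not past the criteria between the sources.

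**Figure D4:**
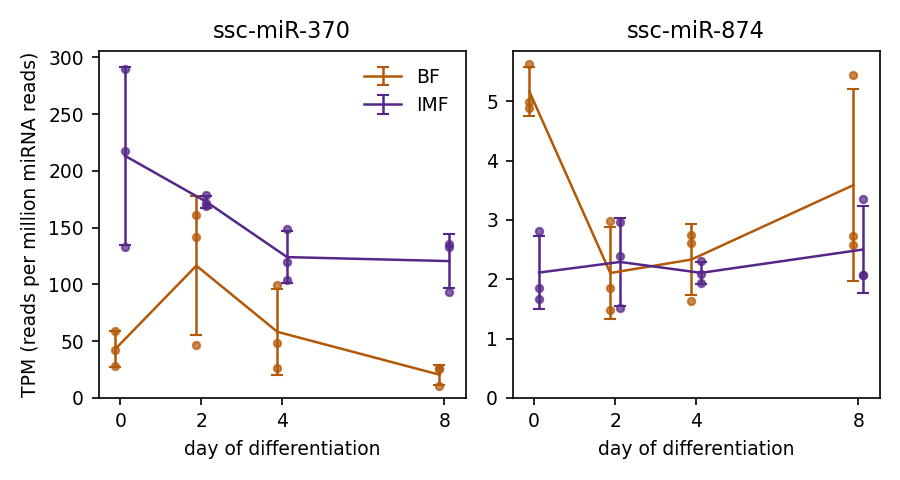
TPM (vertical axes, linear, from 0) of ssc-miR-370 and ssc-miR-874 by day of differentiation (horizontal axes) in BF and IMF; points are libraries, lines join group means and bars are SD (n = 3). ssc-miR-874 has its highest mean, 5.17 TPM, in BF-0d.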

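In intramuscular adipocytes novel_miR_667 fell over the time course, with 27.2 ± 8.20, 18.4 ± 2.47, 12.8 ± 1.87 and 6.92 ± 0.219 TPM (SD, n = 3) on days 0, 2, 4 and 8. The step from day 4 to day 8 had a log2 fold change of -0.79 (standard error 0.17, limma adjusted p = 0.0220), called in 11 of 19 alternatives, including 2 of the 6 fits without a library (adjusted p from 1.24e-05 to 0.163), and the change from day 0 to day 8 was -1.79 (standard error 0.22, adjusted p = 0.00232). In subcutaneous adipocytes it had 13.4 ± 1.78 TPM on day 0 and 8.58 ± 3.33 on day 8, and the time courses differed between the sources (interaction F test in limma, adjusted p = 0.0401). For novel_miR_126, the sequence of which occurs at 3360 places of the genome, the change from day 0 to day 8 in IMF was -1.30 (standard error 0.22, limma adjusted p = 0.00606).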

The novel-miR-126 and novel-miR-667 of DE-miRNAs in intramuscular adipocytes target a large number of genes related to glycerolipid metabolism, carbohydrate metabolism, and insulin signaling pathways, such as *ENO2* involved in glycolysis/gluconeogenesis, cholesterol synthesis gene *SOAT1*, lipogenic gene *FAS*, glyceride metabolism gene *GK*, etc. 

### 3.9. Validation of DEGs and DE-miRNAs

A total of seven genes, including three mRNAs (*AGT*, *GK*, and *CAT*) and four miRNAs (ssc-miR-874, ssc-miR-370, ssc-miR-210, and ssc-miR-129b), were selected for qRT-PCR to validate their expression differences in RNA-Seq. 

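In the small RNA libraries ssc-miR-129b, one of the miRNAs measured by qRT-PCR, had 649 ± 152, 2138 ± 888, 4248 ± 1692 and 4503 ± 499 TPM (SD, n = 3) on days 0, 2, 4 and 8 in BF, and 1330 ± 249, 2189 ± 28.3, 1561 ± 279 and 3640 ± 294 TPM in IMF. Its log2 fold change from day 0 was 2.65 to day 4 (limma adjusted p = 1.35e-04) and 2.81 to day 8 (adjusted p = 6.09e-09) in BF. The first step, BF-0d vs BF-2d, had a log2 fold change of 1.64 (adjusted p = 0.0644), short of the FDR criterion. In IMF the change from day 0 to day 8 was 1.46 (adjusted p = 0.00163). The entry has the mature sequence of ssc-miR-129a-5p, CTTTTTGCGGTCTGGGCTTGC, and the 2 entries differ by at most 2.58 TPM in any library, so the reads of one are for the most part those of the other. For the other miRNAs measured by qRT-PCR, the change from day 0 to day 8 in BF was 4.71 for ssc-miR-210 (adjusted p = 3.05e-11), -1.08 for ssc-miR-370 (adjusted p = 0.0122) and -0.48 for ssc-miR-874 (adjusted p = 0.147), by limma. The qRT-PCR values were not analysed here.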

After comparison with the RNA-Seq data, it was found that the expression trend of qRT-PCR was similar to that of RNA-Seq (Figure 9). These results indicate that the RNA-Seq results were reliable and efficient.

## 4. Discussion

Generally, the relative speed of fatty acid synthesis and decomposition determines triglyceride content, which ultimately affects the amount of fat deposition. We tested these genes in subcutaneous and intramuscular adipocytes at the same differentiation time. We found that the highly expressed genes in subcutaneous adipocytes were mainly involved in fatty acid biosynthesis, amino acid metabolism, sphingolipid metabolism, and other pathways. In intramuscular adipocytes, highly expressed genes are mainly enriched in pathways, such as carbohydrate digestion and absorption, starch and sucrose metabolism, glycolysis/gluconeogenesis, and the citrate cycle (TCA cycle). This is consistent with the phenotype where subcutaneous adipocytes accumulate more lipid droplets than intramuscular adipocytes. This also confirms that fats accumulated by the two adipocytes have different carbon precursors [7,23].

The gene expression profile of subcutaneous adipocytes and the intramuscular adipocyte differentiation process provides a lot of information for studying the regulatory mechanism of specific fat depositions in the differentiation of different adipocytes in pigs. We identified 30 genes in subcutaneous adipocytes that may have a specific effect on the differentiation of Yorkshire subcutaneous adipocytes. Half of the genes (*GK*, *CAT*, *FABP4*, *AGT*, *PCK1*, *STAT1*, *IGF1*, *PDE3B*, *APOA1*, *SOAT1*, *CYP26B1*, *ENPP2*, and *HGF*) have been reported to play a role during adipogenesis or in differentiated adipocytes [24,25,26,27,28,29], except for *GGT5*, *LOC100521789*, *LPCAT2*, *PTPR*, *HHAT*, *GADD45G*, *PRKG1*, *ENSSSCG00000035293*, *GRIN3A*, *JAK2*, *CCDC180*, *NFATC1*, *CCBN2*, *CCBN3*, *ENO2*, *PIK3C2B*, and *ADH1C.* When adipocytes are induced to differentiate, preadipocytes re-enter the cell cycle synchronously and undergo mitotic clonal expansion [30]. The differential expression of cyclin B2 (*CCBN2*) and cyclin B3 (*CCBN3*) in subcutaneous adipocytes confirmed this. The expression of these genes changes significantly during the differentiation of subcutaneous adipocytes, and expression levels of most of them exceeded those of intramuscular adipocytes, indicating that these genes may be related to fat deposition in the subcutaneous adipocytes of pigs.

We identified 22 genes related to intramuscular adipocyte differentiation: *ADORA1*, *RAPGEF4*, and *ATP1B1* in the cAMP signaling pathway; *PLPP1* and *ST3GAL5* are involved in glycerophospholipid metabolism; *LDHD* in pyruvate metabolism; *CYP2B22* in retinol metabolism; *SHC3* and *PPP1R3C* in insulin signaling; and the genes related to the proliferation, migration, and differentiation of myoblasts and fibroblasts, such as *ANGPT1* [31], *PRR5L* [32], *PLK1* [33], *PLK2* [34], and *FGF2*, as well as *COX4I2*, *ENSSSCG00000037487*, *CACNG7*, *THSD7A*, *SGPP2*, and *GLA*, whose functions are not yet clear. The biphasic effect of FGF2 in mouse adipocytes is related to its concentration [35] and plays an important role in the differentiation of human preadipocytes [36]. Adiponectin is involved in insulin sensitization, fat metabolism, immunity, and inflammation [37], and *ADORA1* is responsible for anti-lipolysis [38]. Studies have reported that it is a candidate gene that affects the intramuscular fat content [39]. *GNAS* plays multiple important roles in cell fate determination and differentiation during osteogenic differentiation [40]. *NDUFA4L2* is considered to be a gene related to meat quality [41], and *PPP1R3C* is considered to be a candidate gene for intramuscular fat deposition in ducks [42].

miRNAs are small non-coding RNAs that mainly target the 3′ untranslated region of mRNAs to reduce the expression of encoded proteins [43]. Certain studies have used high-throughput sequencing technology to continuously mine miRNAs that play a role in animal adipose tissue and explore their functions [44]. 

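ssc-miR-874 lies on chromosome 2 of Sscrofa11.1 from 139660118 to 139660201, on the minus strand within KLHL3, and its mature sequence of 23 nt, CTGCCCTGGCCCGAGGGACCGAC, occurs 1 time in the assembly. ssc-miR-370 lies on chromosome 7 from 121736893 to 121736972, on the plus strand in an exon of the long non-coding RNA LOC102163738. Its sequence of 22 nt, GCCTGCTGGGGTGGAACCTGGT, also occurs 1 time. Summed over the 24 libraries, ssc-miR-874 has 747 reads and ssc-miR-370 has 28292.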

In this study, the combined analysis of DE-miRNAs and DEGs showed that ssc-miR-874 and ssc-miR-370 are important miRNAs for the regulation of pig subcutaneous adipocytes, because they target a large number of genes that are directly or indirectly involved in the regulation of fat metabolism. Fibroblast growth factor (*FGF*) is a pleiotropic growth factor that controls cell proliferation, migration, and differentiation [45]. The results of this study showed that the *FGF1* gene promoter region combined with the *PPAR*γ gene plays a role in regulating adipogenesis. The PPARγ–FGF1 axis, a key regulator of adipose tissue remodeling and systemic metabolic homeostasis, is functionally conserved in mammals [46,47]. In our study, both ssc-miR-370 and ssc-miR-214-3p targeted the *FGF* gene. The ssc-miR-874-, novel-miR-779, and novel-miR-126 genes targeting *SFRP1* are endogenous regulators of Wnt/β-catenin signaling and participate in the paracrine regulation of human adipogenesis [48]. Loss of *Sfrp1* aggravates weight gain, glucose homeostasis, and inflammation in mice with diet-induced obesity [49]. In addition to the genes listed above, ssc-miR-874 and ssc-miR-370 target *HHAT* and *GRIN3A*, respectively, which are considered to be important candidates for the regulation of porcine subcutaneous adipocyte differentiation.

In intramuscular adipocytes, we identified two new miRNAs (novel-miR-667 and novel-miR-126) through the function of target genes. In addition to the two newly identified miRNAs, ssc-miR-6782-3p-*ARRB1* and ssc-miR-199a-5p-*FOXO4* are important miRNA–mRNA pairs that regulate intramuscular fat. 

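The listed precursor of novel_miR_667 lies on chromosome 13 of Sscrofa11.1 from 134833792 to 134833903, on the strand opposite to SNX4, and its mature sequence TGTGGCTGTGGCGTATGCCAAC occurs 1 time. All of the precursor is soft-masked as a repeat in the reference. For novel_miR_126 the listed precursor lies on chromosome 11 from 7710467 to 7710586 and is also wholly soft-masked, with its mature sequence at 3360 places. Summed over the 24 libraries, novel_miR_667 has 3572 reads and novel_miR_126 has 1947.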

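The precursor of ssc-miR-199a-5p used here lies on chromosome 2 of Sscrofa11.1 from 69558051 to 69558130 (MIR199A-2, on the strand opposite to DNM2). The mature sequence occurs 2 times in the assembly, so the reads of its 2 gene copies cannot be told apart. The miRNA had 4599 ± 900 TPM in IMF-0d and 6740 ± 565 in BF-0d (SD, n = 3).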

The transgene overexpression of *ARRB1* inhibited diet-induced obesity and improved glucose tolerance and systemic insulin sensitivity [50]. Forkhead box O (*FOXO*) proteins are a family of transcription factors, and *FOXO4* is a member of this family. It inhibits the biosynthesis of cholesterol by inhibiting the expression of *CYP51*, leading to the accumulation of dihydrolanosterol [51], and has also been shown to be related to glucose clearance [52].

In conclusion, our results demonstrated that intramuscular and subcutaneous adipocytes had different ways of generating lipid droplets, i.e., different carbon sources. The DEGs and DE-miRNAs in the differentiation process were not the same. We identified 30 genes that play key roles in the differentiation process of subcutaneous adipocytes. Using the constructed miRNA–mRNA signaling pathway network diagram, 10 miRNAs, novel-miR-1018, novel-miR-326, novel-miR-433, novel-miR-930, ssc-miR-185, ssc-miR-370, ssc-miR-874, ssc-miR-615, novel-miR-779, and ssc-miR-214-3p, were found to regulate the differentiation process of subcutaneous adipocytes. 

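novel_miR_1018, novel_miR_326, novel_miR_433 and novel_miR_930 share the mature sequence CAGCAATGATGGATCTGAGC. It has 43 exact copies on 16 chromosomes of Sscrofa11.1, all soft-masked as repeats, novel_miR_326 and novel_miR_930 have the same value in every library, and the other 2 entries have similar values, so the 4 are not independent. novel_miR_326 had 1.19 ± 0.173 TPM in BF-0d, from 11 to 21 reads per library, 3.39 ± 0.174 in BF-2d and 3.76 ± 0.557 in IMF-0d (SD, n = 3). The log2 fold changes of BF-0d vs BF-2d (1.01, standard error 0.13, limma adjusted p = 0.0149) and BF-0d vs IMF-0d (1.12, standard error 0.12, adjusted p = 0.00203) passed the criteria. The first was called in 9 of 18 alternatives, including 2 of the 6 fits without a library. The second was called in 18 of 18. Reads of the entries were not summed. novel_miR_1137, which has the same sequence and the highest value and stands for all of them when each sequence is kept once, did not pass in BF-0d vs BF-2d (log2 fold change 0.57, limma adjusted p = 0.0992). For novel_miR_326 and the entry standing for it the adjusted p ranged from 0.00331 to 0.199 over the settings of limma, edgeR and DESeq2.

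novel_miR_779 went from 11.8 ± 1.97 TPM in BF-8d to 4.96 ± 0.838 in IMF-8d (SD, n = 3), a log2 fold change of -1.10 (standard error 0.22, limma adjusted p = 0.00126). ssc-miR-214-3p had 908 ± 163 TPM in BF-0d and 516 ± 57.0 in IMF-0d (log2 fold change -0.80, standard error 0.16, adjusted p = 0.0144). On day 8 it was higher in IMF, at 834 ± 74.5 against 609 ± 54.4 TPM, but its log2 fold change of 0.45 (adjusted p = 0.0321) is below the fold change criterion, and its time course differed between the sources (limma interaction adjusted p = 0.00443).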

In intramuscular adipocytes, a total of 22 genes that may specifically regulate the differentiation process of intramuscular adipocytes were observed. 

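Between the sources, ssc-miR-339-5p had 50.3 ± 6.04 TPM in BF-4d and 65.6 in IMF-4d (SD, n = 3 in BF), a log2 fold change of 0.33 (standard error 0.27, limma adjusted p = 0.377). ssc-miR-199a-5p had a log2 fold change of 0.25 on that day (standard error 0.19, adjusted p = 0.339). After median-of-ratios scaling these changes were 0.76 (adjusted p = 0.0315, from 0.0105 to 0.965 over the settings) and 0.68 (adjusted p = 0.0165, from 0.00934 to 0.696), past the criteria. novel_miR_667, the precursor of which is soft-masked as a repeat, was higher in IMF on day 0 (log2 fold change 0.94, standard error 0.25, limma adjusted p = 0.0374, from 6.39e-06 to 0.179 over the settings), a call that held in 1 of the 6 fits without a library.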

Using the constructed miRNA–mRNA signaling pathway network diagram, ssc-miR-339-5p, ssc-miR-199a-5p, and novel-miR-667, three miRNAs that may regulate the differentiation process of intramuscular adipocytes, were identified.

There is a limitation in the research that needs to be explained. We identified important mRNA–miRNA pairs by predicting the targeting relationship between candidate genes and miRNAs. However, we have not verified their targeting relationship, and future research should focus on the verification of these results.

## Figures and Tables

**Figure 1:**
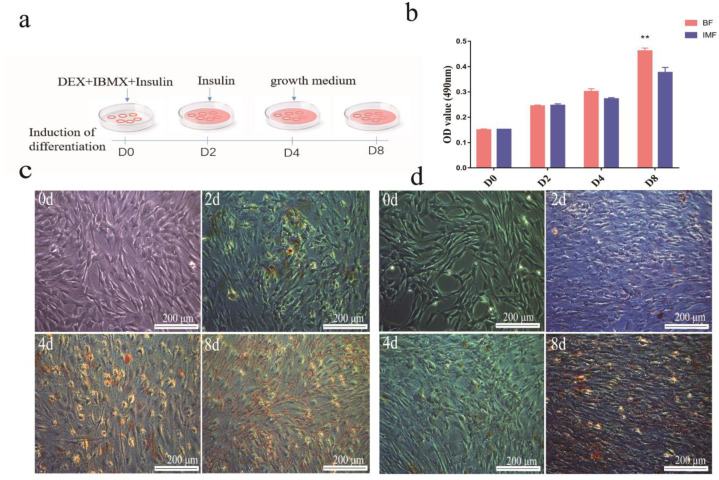
(**a**) Schematic of adipocyte differentiation. (**b**) Absorbance values of destained Oil Red O extracted from the cells at 490 nm. Differentiation of adipocytes from BF and IMF tissues in vitro. (**c**) The four stages of subcutaneous preadipocyte differentiation (days 0, 2, 4, and 8). (**d**) The four stages of intramuscular preadipocyte differentiation. DEX, dexamethasone, IBMX, 3-isobutyl-1-methylxanthine. Data are represented as the mean ± SD, *n* = 3 per group. ** *p* < 0.01 (days 0, 2, 4, and 8). Note: “BF” in the figures and tables in this article represent subcutaneous adipocytes derived from subcutaneous fat on the back, and “IMF” represents intramuscular adipocytes.

**Figure 2:**
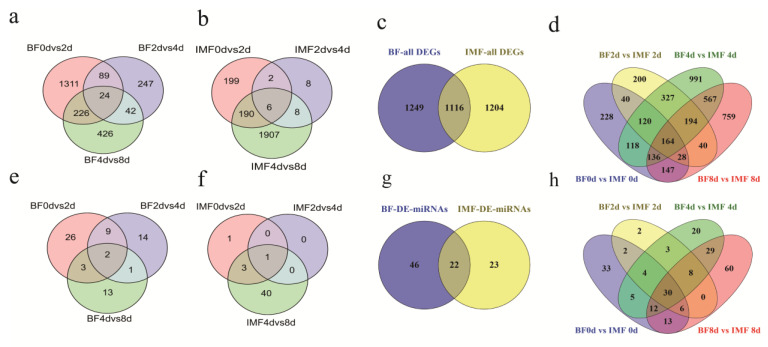
Number of differentially expressed genes (DEGs) and differentially expressed miRNAs (DE-miRNAs). (**a**) Overlapping statistics of DEGs in adjacent stages during the differentiation of subcutaneous adipocytes. (**b**) Overlapping statistics of DEGs in adjacent stages during the differentiation of intramuscular adipocytes. (**c**) Comparison of the total DEGs during the differentiation of subcutaneous adipocytes and total number of DEGs during the differentiation of intramuscular adipocytes. (**d**) Overlapping statistics of DEGs obtained by comparing subcutaneous adipocytes and intramuscular adipocytes at the same differentiation period. (**e**) Overlapping statistics of DE-miRNAs in adjacent stages during the differentiation of subcutaneous adipocytes. (**f**) Overlapping statistics of DE-miRNAs in adjacent stages during the differentiation of intramuscular adipocytes. (**g**) Comparison of the total DE-miRNAs during the differentiation of subcutaneous adipocytes, and the total DEGs during the differentiation of intramuscular adipocytes. (**h**) Overlapping statistics of DE-miRNAs obtained by comparing subcutaneous adipocytes and intramuscular adipocytes at the same differentiation period. Note: “BF” in the figures and tables in this article represents subcutaneous adipocytes derived from subcutaneous fat on the back, and “IMF“ represents intramuscular adipocytes.

**Figure 3:**
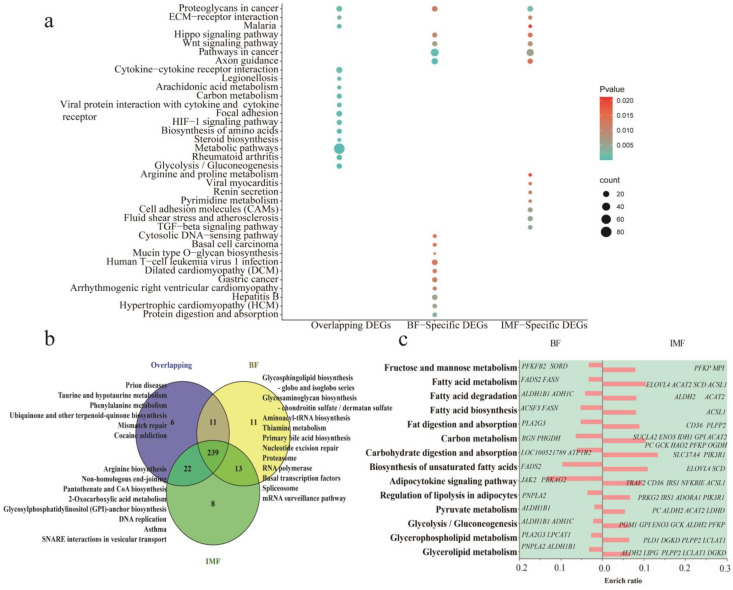
Functional enrichment analysis and statistics of differentially expressed genes (DEGs). (**a**) The top 15 most significant pathways for the enrichment of all specific DEGs and overlapping DEGs during the differentiation of subcutaneous adipocytes and intramuscular adipocytes. (**b**) Statistics of all enrichment pathways. (**c**) Different genes that target the same pathway in the two adipocytes.

**Figure 4:**
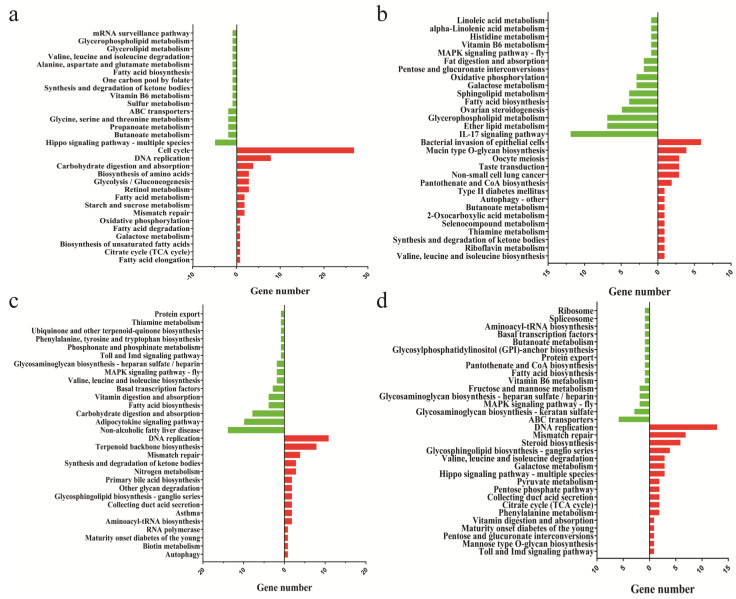
Functional analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG). (**a**) The KEGG pathway analysis of differentially expressed genes (DEGs) in the BF0d vs. IMF0d group. (**b**) The KEGG pathway analysis of DEGs in the BF2d vs. IMF2d group. (**c**) The KEGG pathway analysis of DEGs in the BF4d vs. IMF4d group. (**d**) The KEGG pathway analysis of DEGs in the BF8d vs. IMF8d group. Red and green represent the pathways enriched by the highly expressed genes of intramuscular adipocytes and subcutaneous adipocytes, respectively.

**Figure 5:**
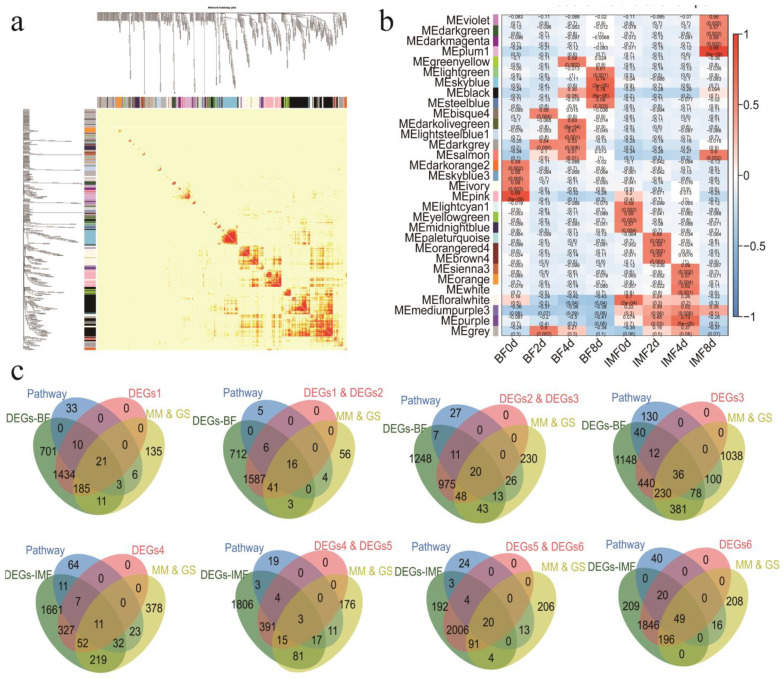
Weighted gene co-expression network analysis (WGCNA). (**a**) Interaction relationship of co-expression genes. (**b**) Heatmap of the correlation between the module eigengenes and differentiation of adipocytes. (**c**) The intersection of the characteristic genes of the module and the differential genes at each stage of differentiation obtains important candidate genes related to the differentiation of adipocytes at each stage of differentiation. The four venn diagram from left to right in the first row represent important genes associated with day 0, 2, 4, and 8 of subcutaneous adipocyte differentiation, respectively. The second row represents the important genes associated with day 0, 2, 4, and 8 of intramuscular adipocyte differentiation, respectively. DEGs1: BF-0d vs. BF-2d; DEGs2: BF-2d vs. BF-4d; DEGs3: BF-4d vs. BF-8d; DEGs4: IMF-0d vs. IMF-2d; DEGs5: IMF-2d vs. IMF-4d; and DEGs6: IMF-4d vs. IMF-8d.

**Figure 6:**
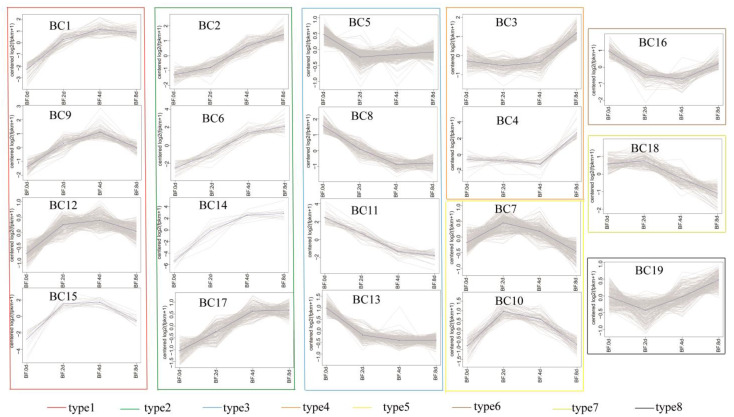
Cluster analysis of the differentially expressed genes (DEGs) expression trends in subcutaneous adipocyte differentiation.

**Figure 7:**
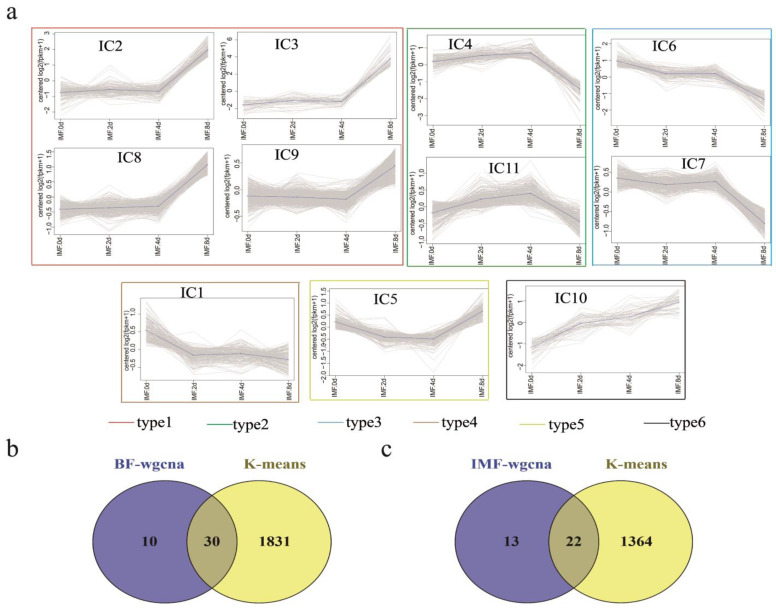
Cluster analysis of differentially expressed genes (DEGs) expression. (**a**) Cluster analysis of DEG expression trends in intramuscular adipocytes differentiation. (**b**) Genes overlapped by the K-means analysis and weighted gene co-expression network analysis (WGCNA) in subcutaneous adipocytes. (**c**) Genes overlapped by the K-means analysis and WGCNA in intramuscular adipocytes.

**Figure 8:**
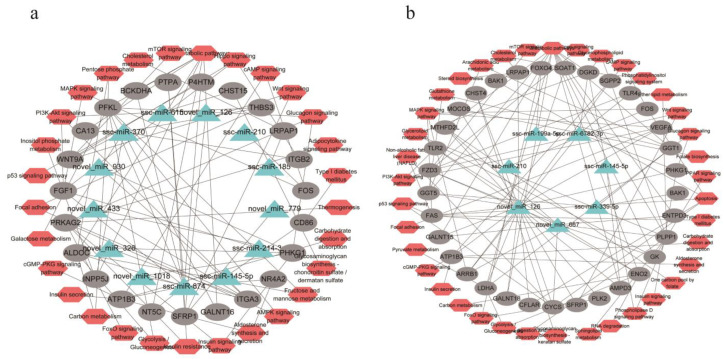
Co-expressed network construction. (**a**) Co-expressed network of differentially expressed miRNAs (DE-miRNAs) from subcutaneous adipocyte and their targeted differentially expressed genes (DEGs) involved in pathways related to fat metabolism and glucose metabolism. (**b**) Co-expressed network of DE-miRNAs from intramuscular adipocytes and their targeted DEGs involved in pathways related to fat metabolism and glucose metabolism. Green represents the differential miRNA, red is the KEGG signaling pathway involved in the target gene, and gray represents the target gene of the miRNA.

**Figure 9:**
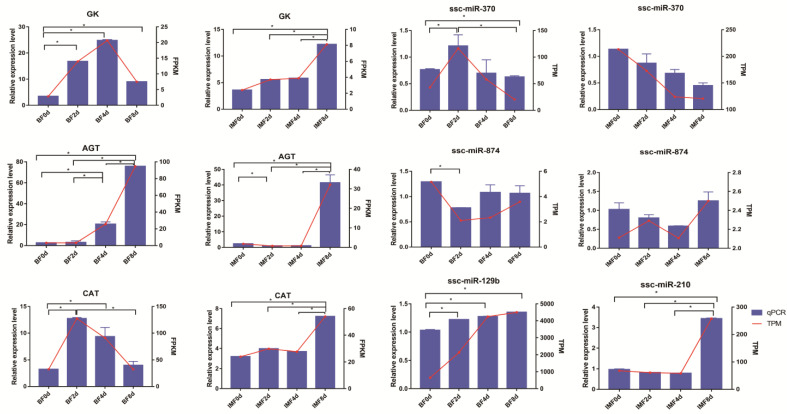
Expression of differentially expressed genes (DEGs) and differentially expressed miRNAs (DE-miRNAs) in the four stages of differentiation of subcutaneous adipocyte and intramuscular adipocyte was verified by qRT-PCR. Data from qRT-PCR are presented as the column and *Y*-axis on the left, while the data from RNA-Seq are presented as the line and *Y*-axis on the right. Data are represented as the mean ± SE, *n* = 3 per group. * *p* < 0.05.

## Data Availability

All RNA-Seq data were deposited in Gene Expression Omnibusunder, accession number GSE193609 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193609) (3 January 2022).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells11030499/s1: Figure S1: Length distribution of miRNA. (a) Length distribution of known miRNA. (b) Length distribution of novel miRNA. Figure S2: Differential candidate gene screening. (a) Summary of genes related to fat metabolism in the back subcutaneous fat (BF) vs. intramuscular fat (IMF) groups (0, 2, 4, and 8d). (b) Venn diagram shows the overlapping genes between the lipid metabolism pathway genes of BF vs. IMF and the candidate genes of subcutaneous fat and intramuscular fat in the weighted gene co-expression network analysis (WGCNA). Figure S3: Expression of the key genes during the differentiation of two kinds of adipocytes. (a) Expression of 30 important genes that regulate the differentiation of subcutaneous adipocytes. (b) Expression of 22 important genes that regulate the differentiation of intramuscular adipocytes. The orange broken line indicates the expression of the genes in subcutaneous adipocytes, and the blue indicates the expression of intramuscular adipocytes. Figure S4: Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the target genes. (a) KEGG pathway analysis of differentially expressed miRNA (DE-miRNA) target genes from the adjacent differentiation time of subcutaneous adipocytes. (b) KEGG pathway analysis of DE-miRNA target genes from the adjacent differentiation time of intramuscular adipocytes. (c) Pathway enrichment of DE-miRNA target genes in the four stages in the BF vs. IMF. Figure S5: The expression of 17 key miRNA during the differentiation of two kinds of adipocytes. The orange broken line indicates the expression of the miRNA in subcutaneous adipocytes, and the blue indicates the expression of intramuscular adipocytes. Table S1: Primer sequence of qRT-PCR. Table S2: Statistics of transcriptome sequencing data. Table S3: All miRNA expressions. 

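Table S3 gives each miRNA entry with its precursor position and sequence, its mature sequence and its value in the 24 libraries. Of the precursors listed on named chromosomes in the part used here, 911 in number, 720 equal the reference at the listed position and 186 equal the opposite strand there. An entry is one precursor and mature miRNA, so a mature sequence encoded at several places can be listed several times.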

Table S4: Summary of the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways. Table S5: Summary of the lipid metabolism-related pathways. Table S6: List of 30 genes that specifically regulate the differentiation of subcutaneous adipocytes, and 22 genes that specifically regulate the differentiation of intramuscular adipocytes. Table S7: Summary of the target genes of different miRNAs in each group.

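Table S7 pairs DE-miRNAs with target genes predicted by miRanda and TargetScan and gives a direction of change for the miRNA and for the gene. A miRNA is listed once for each of its target genes. Only the names and directions of its miRNAs were used here, and the target genes were not analysed.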

# Supplementary material for: Comparative Transcriptomic Profiles of Differentiated Adipocytes Provide Insights into Adipogenesis Mechanisms of Subcutaneous and Intramuscular Fat Tissues in Pigs
**Source:** Cells. 2022 Jan 31;11(3):499. doi: 10.3390/cells11030499
**Supplement:** Supplementary file 1

Supplementary Figures:

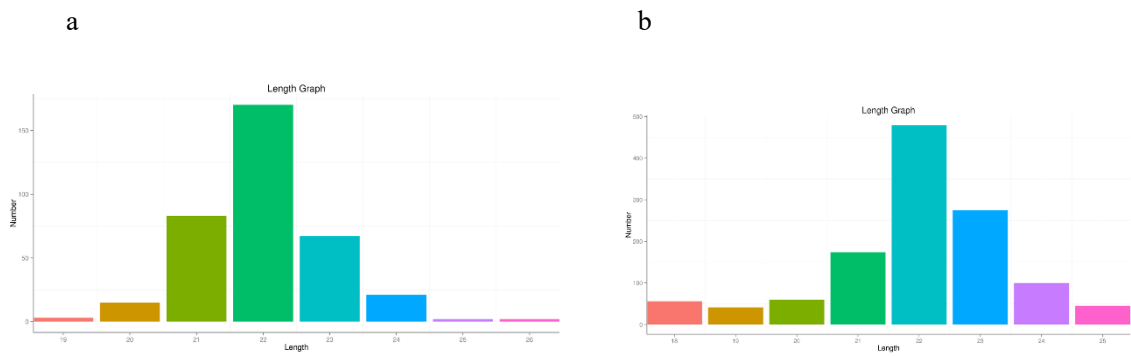

**Figure S1.** Length distribution of miRNA. **(a)** Length distribution of known miRNA. **(b)** Length distribution of novel miRNA.

a

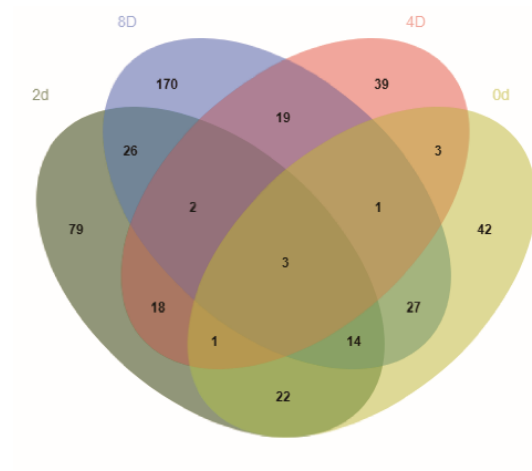

b

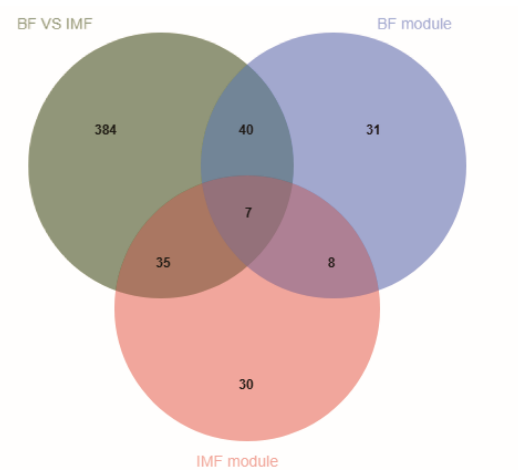

**Figure S2.** Differential candidate gene screening. **(a)** Summary of genes related to fat metabolism in the back subcutaneous fat (BF) vs intramuscular fat (IMF) group (0 , 2, 4, and 8d). **(b)** Venn diagram shows the overlap genes between the lipid metabolism pathway genes of BF vs IMF and the candidate genes of subcutaneous fat and intramuscular fat in weighted gene co-expression network analysis (WGCNA).

a

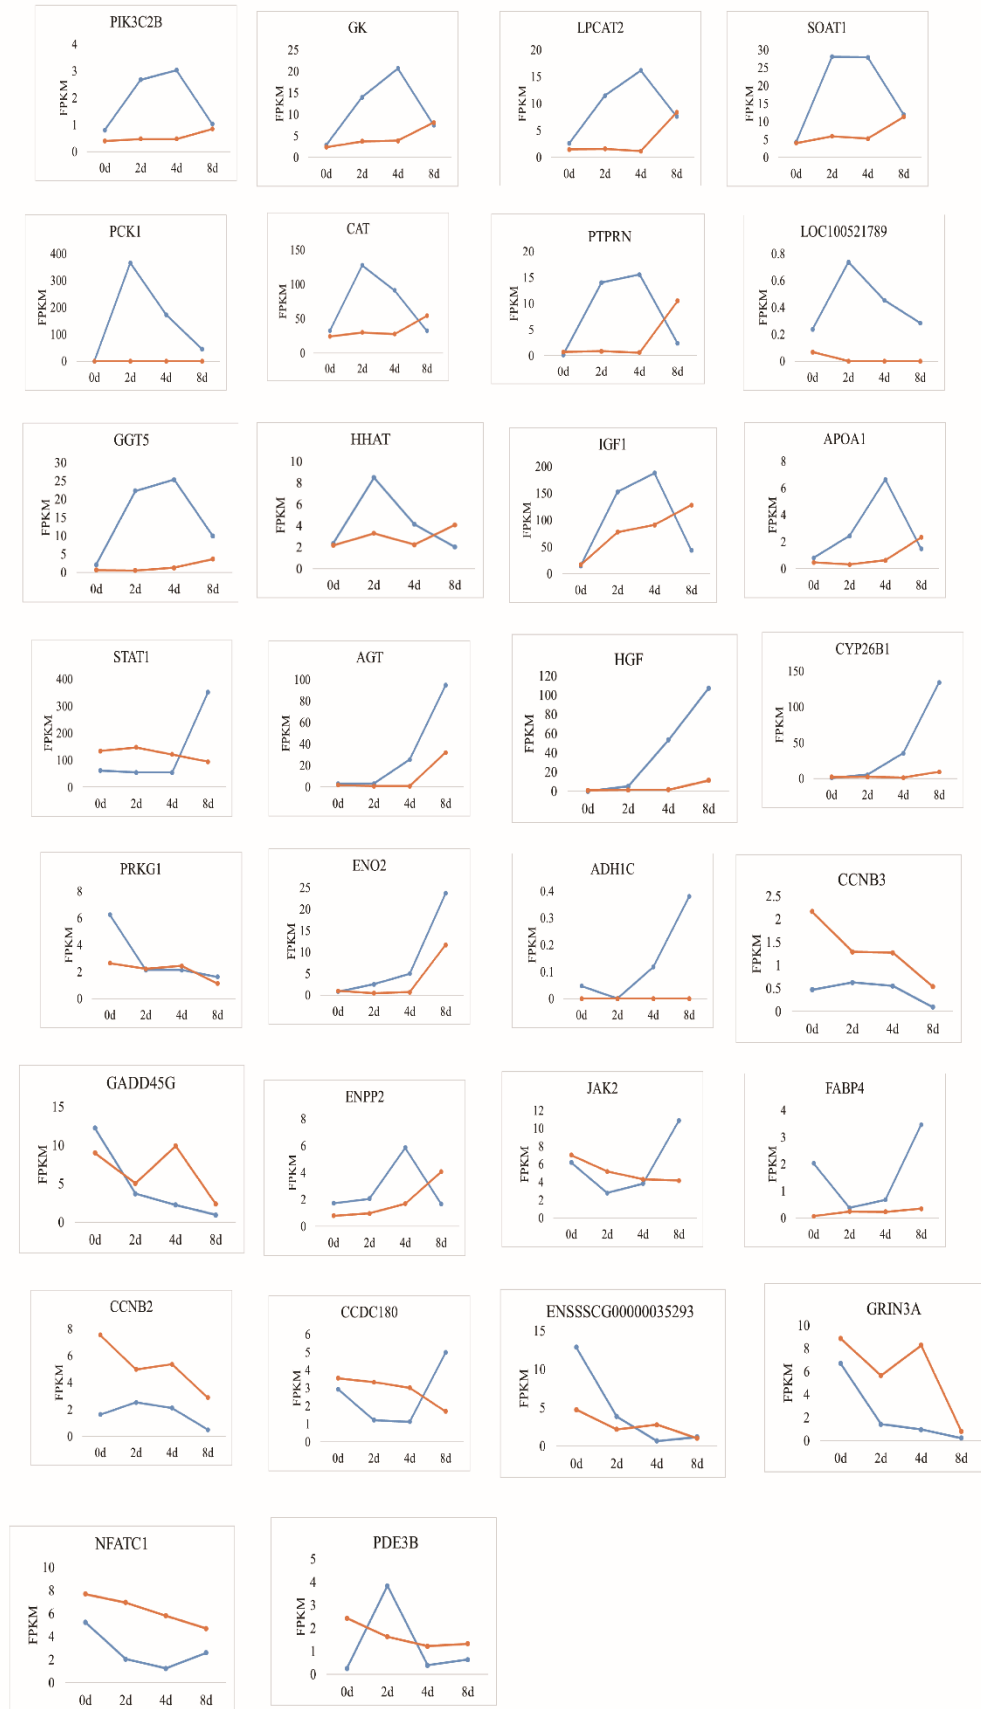

b

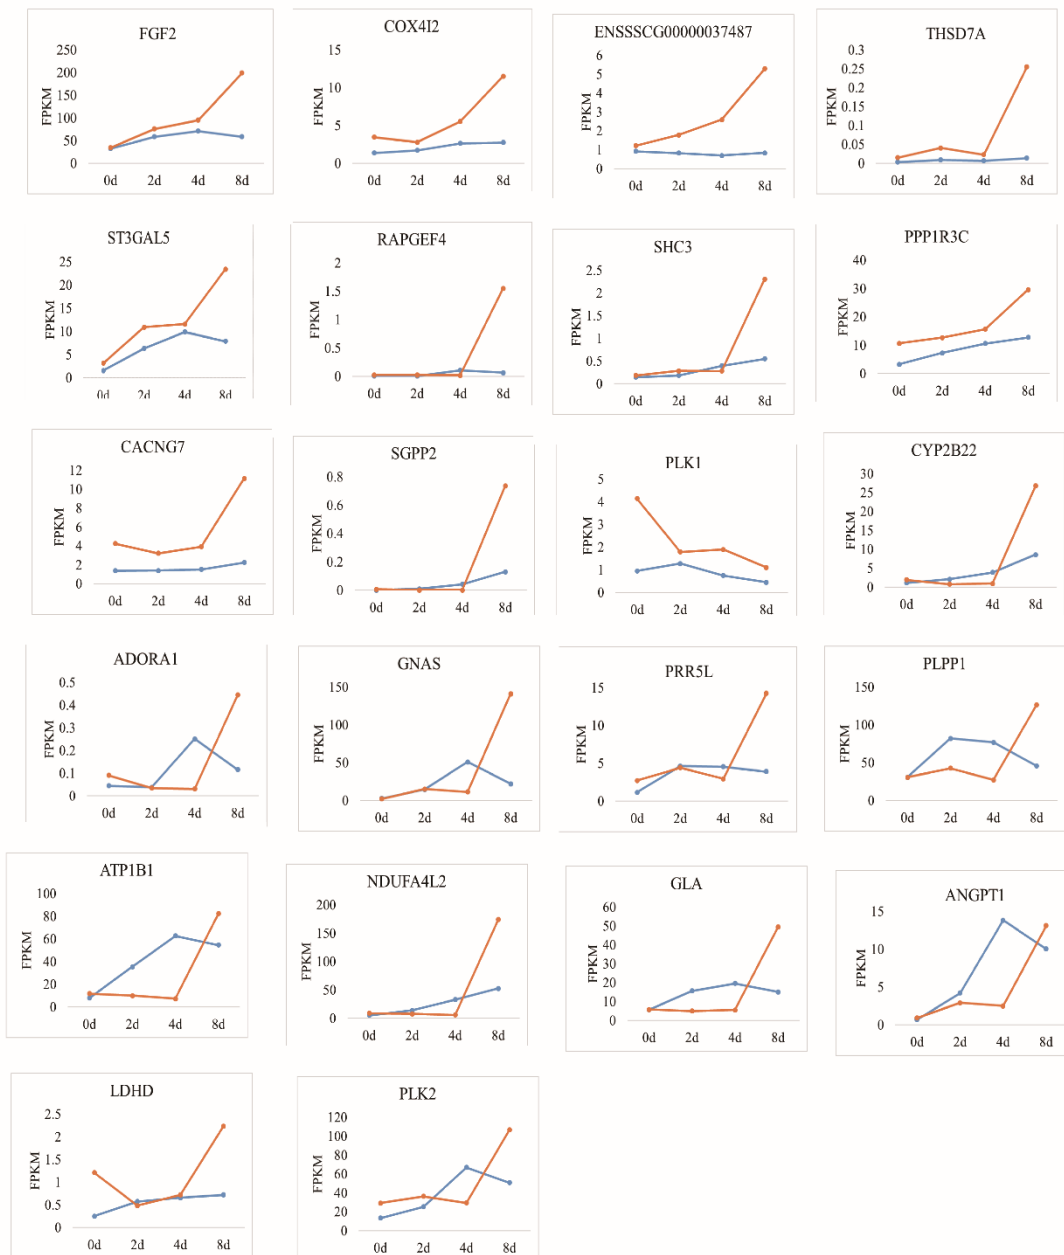

**Figure S3.** Expression of key genes during the differentiation of two kinds of adipocytes. (a) Expression of 30 important genes that regulate the differentiation of subcutaneous adipocytes. (b) Expression of 22 important genes that regulate the differentiation of intramuscular adipocytes. The orange broken line indicates the expression of the gene in subcutaneous adipocytes, and the blue indicates the expression of intramuscular adipocytes.

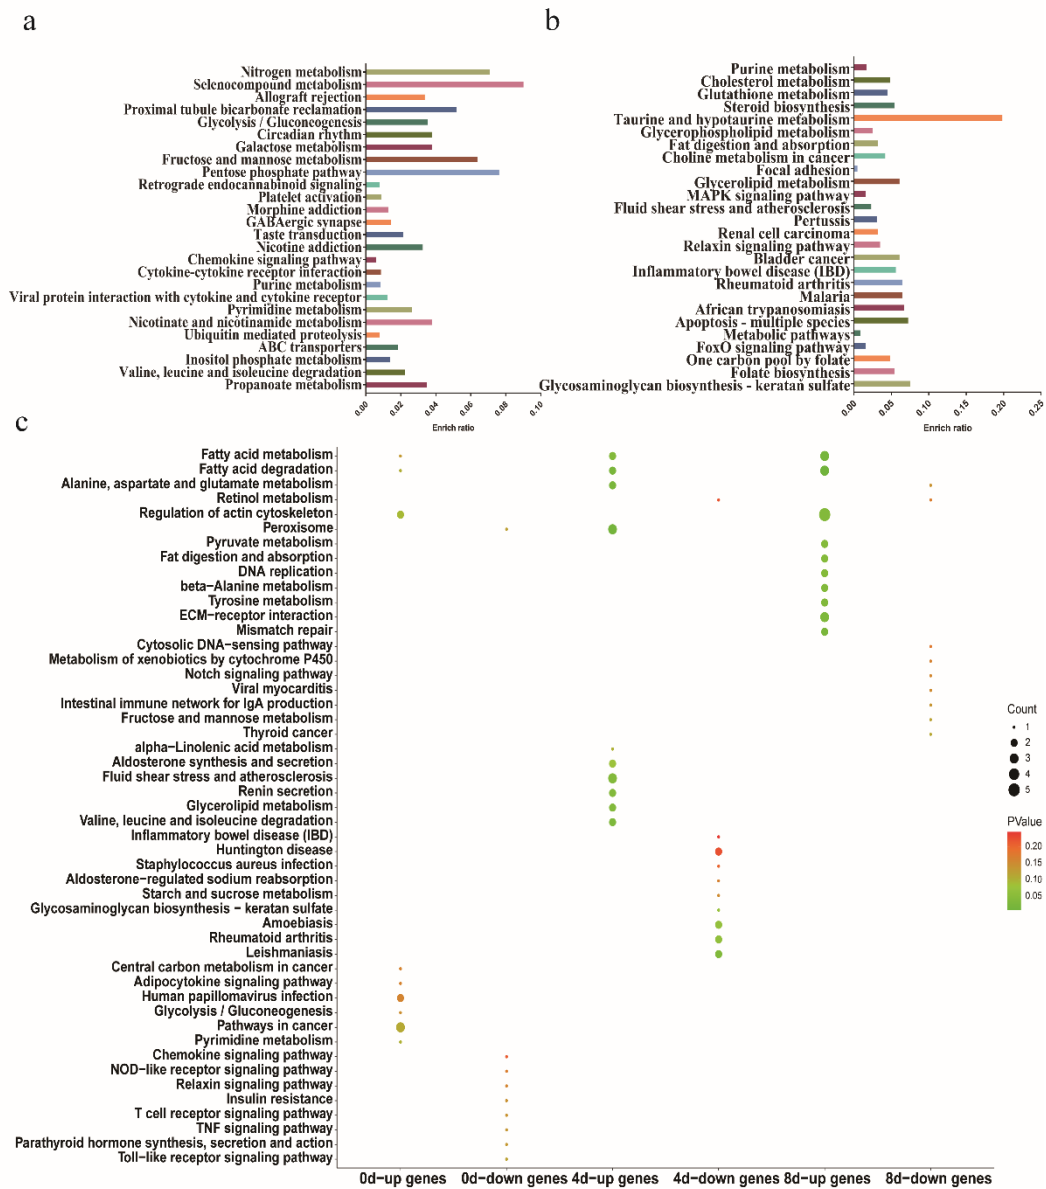

**Figure S4.** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of target genes. **(a)** KEGG pathway analysis of differentially expressed miRNAs (DE-miRNAs) target genes from the adjacent differentiation time of subcutaneous adipocytes. **(b)** KEGG pathway analysis of DE-miRNAs target genes from the adjacent differentiation time of intramuscular adipocytes. **(c)** Pathway enrichment of DE-miRNAs target genes in the four stages in the BF vs IMF.

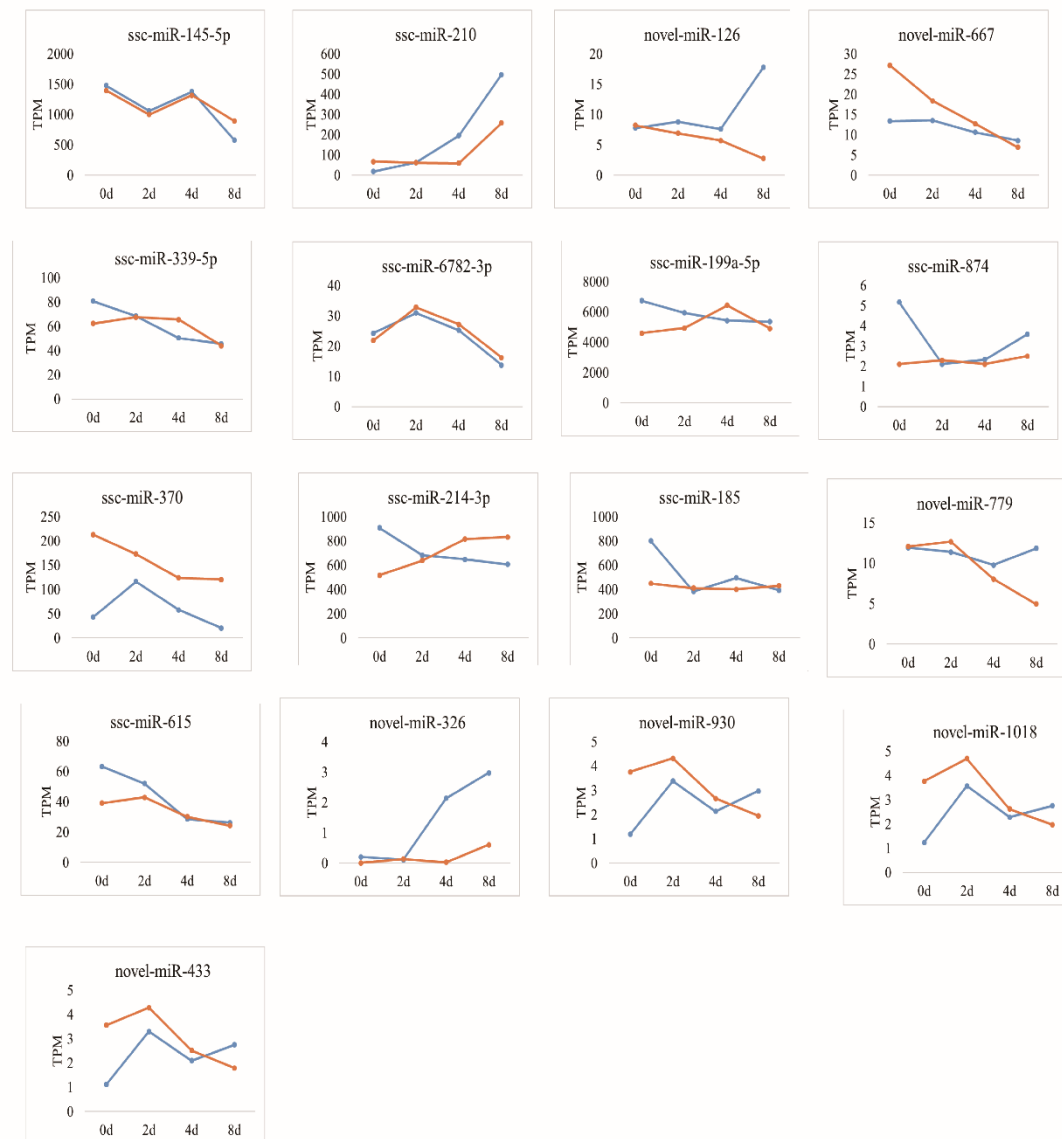

**Figure S5.** The expression of 17 key miRNA during the differentiation of two kinds of adipocytes. The orange broken line indicates the expression of the miRNA in subcutaneous adipocytes, and the blue indicates the expression of intramuscular adipocytes.

How the deposited data were processed for this re-analysis (not part of the article)

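Small RNA was sequenced by the authors from subcutaneous (BF) and intramuscular (IMF) adipocytes of Yorkshire piglets, cultured and collected on day 0, day 2, day 4 and day 8, with 3 libraries per group and 24 in all. Reads were single-end of 50 nt. The authors removed adapters, reads with many unknown bases and low-quality reads, mapped the clean reads to Sscrofa11.1 with perfect matches by Bowtie, filtered out annotated tRNA, rRNA, snoRNA and snRNA, identified known miRNAs by BLAST against miRBase, predicted new ones with miRDeep2 and tested them with DESeq2. The deposited values are in RPM, named TPM by the authors: reads per 1000000 reads counted on the listed miRNAs of a library. Each column sums to 1000000 over the 1587 entries, and the values are whole multiples of the worth of 1 read, so whole reads were recovered from them. The sum runs over entries, and a read can be counted in more than one entry. Conditions were taken from the column names. The mRNA libraries, the target genes and the qRT-PCR were not analysed here.

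Libraries held from 4954845 to 16863560 reads on miRNAs. A value of 3 reads was taken as the floor. Errors are SD over the 3 libraries of a group, which the paper does not link to single piglets, so the libraries of one number were not treated as pairs. Equal replicate numbers across groups were used as a block only as an alternative. The paper names no molecular identifiers, so duplicate molecules were not removed.

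The comparisons were the adjacent days within each source and BF against IMF on each day, 10 in all. The test was limma 3.58.1 (eBayes with trend) in R 4.3.3, on log2(TPM + 1) of the 2 groups compared, for miRNAs with a mean of at least 1 TPM over the 24 libraries. A DE-miRNA has a Benjamini-Hochberg FDR under 0.05 and a fold change above 1.5. Whether a time course differs between BF and IMF was tested by a moderated F test of the source-by-day interaction over all libraries. Single miRNAs also got an exact two-sided permutation test of 3 against 3 libraries, whose smallest p is 0.1. A log2 fold change is the later day minus the earlier, or IMF minus BF. Precursor positions and mature sequences came from Table S3, the directions of listed DE-miRNAs from Table S7. Exact copies of 919 mature sequences were counted in Sscrofa11.1 on the 2 strands. Other tools were edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.

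The comparisons, tests, filters and alternatives, and the rule for which miRNAs are named, were set before the data were examined. Named are the 17 key miRNAs of the paper, ssc-miR-129b, miRNAs of Table S7 where their comparison is discussed, miRNAs with the same mature sequence as any of these, the DE-miRNAs with the largest rises and falls of each comparison among those whose libraries do not overlap, and shared sets of 5 or fewer. Outside this rule, the members of the 2 clusters in the closing section and ssc-miR-21-5p were chosen after their values were seen, and the skeletal muscle miRNAs were listed before. The alternatives were a pseudocount of 0.1, no filter, a mean of at least 10 TPM, one fit of all 24 libraries, the replicate number as a block, median-of-ratios scaling of the libraries, FDR without the fold change criterion, entries with one mature sequence merged by keeping the one with the highest value, edgeR and DESeq2 on whole reads, and leaving out libraries in turn.

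The fits were tested on simulated data, negative binomial reads with the means, dispersions and library totals of the data and 200 changed miRNAs. With the changed miRNAs outside the 10 most abundant, limma on log2(TPM + 1) recovered 73.2% of those changed 2-fold, with 2.07% false calls, and 98.0% of those changed 4-fold. Without any change it made 0 calls. When the most abundant miRNA was raised as well, 38.7% of its calls were false at 2-fold and 60% at 4-fold, since TPM values are shares of one total, while median-of-ratios scaling, edgeR and DESeq2 stayed at or under 1.40%. The first run of this simulation drew the changed miRNAs from all entries and gave limma many false calls. It was then divided into the cases with and without a change in the most abundant miRNA, after that result was seen. The interaction test recovered 25.9% at 2-fold and 91.3% at 4-fold.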

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

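The tests of library scaling and of merged entries below, and those of the largest changes, were chosen only after the results were seen, and the remaining tests before.

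The time course differed between BF and IMF for 136 of the 430 tested miRNAs (limma interaction test, FDR under 0.05; 173 at an unadjusted p under 0.05). This is a difference between groups, tested directly. When, after centring each source, BF and IMF libraries of one day and number were exchanged at random, 1 of 100 draws, the real one, gave as many, and the highest of the others gave 70. After median-of-ratios scaling the count was 122, after thinning each library to 4954845 reads 105, and after merging entries with one mature sequence 124, so composition, depth and shared sequences do not account for all of it. New and known entries differed at similar rates (29.4% and 33.0%, Fisher's exact test, p = 0.455). That predicted entries may be fragments of other RNAs concerns only the new entries, and 89 of the 136 are known. For the new entries equal rates cannot tell, as their values are lower and their changes are understated. The BF-4d and BF-8d libraries have a lower share of clean reads on miRNAs. Between days 0 and 2 alone, where no library has this property, 19 miRNAs differed, which it cannot account for. Differences between the sources that involve days 4 and 8 cannot be told apart from it. A difference between the 2 kinds of adipocytes remains a hypothesis.

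Of the 18 miRNAs tested because the paper discusses them, 11 differed in time course, each printed with the adjusted p of the limma interaction test over all 24 libraries: ssc-miR-210 (7.28e-08), ssc-miR-129b (2.69e-04), novel_miR_126 (8.64e-04), ssc-miR-214-3p (0.00443), novel_miR_779 (0.00871), ssc-miR-185 (0.0223), novel_miR_326 and novel_miR_930 (0.0253 each), novel_miR_433 (0.0370), novel_miR_667 (0.0401) and novel_miR_1018 (0.0480). For ssc-miR-210, the step from day 0 to day 2 was lower in IMF by 1.85 (log2), and that from day 2 to day 4 by 1.70. For ssc-miR-129b the step from day 2 to day 4 was lower by 1.52. Between them, novel_miR_326, novel_miR_433, novel_miR_930 and novel_miR_1018 hold a single sequence with 43 exact copies in the reference, so they count as one result, and their values may come from any of those repeats. The sequence of novel_miR_126 has 3360 copies, and its rise in BF-8d rests on the libraries with the lower shares of reads on miRNAs.

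Among miRNAs named neither in the text of the paper nor in Table S7, 9 changes were the largest rise or fall of a comparison, a signal outside what the paper discusses. In BF, novel_miR_298 rose from day 2 to day 4 (log2 fold change 4.03, limma adjusted p = 3.63e-04), ssc-miR-411 fell (-1.14, adjusted p = 0.0327), and novel_miR_1222 rose from day 4 to day 8 (2.86, adjusted p = 0.0183). In IMF, from day 4 to day 8, novel_miR_298 rose (4.44, adjusted p = 7.86e-06) and was at least 79.7-fold higher, as no IMF-4d library had more than 3 of its reads, and ssc-miR-7857-3p fell (-1.28, adjusted p = 0.0146). Lower in IMF than in BF were ssc-miR-378 on day 0 (-1.66, adjusted p = 0.00300), ssc-miR-30b-5p on day 2 (-1.81, adjusted p = 0.0304), novel_miR_298 on day 4 (-5.48, adjusted p = 9.83e-08, at least 176-fold lower) and novel_miR_21 on day 8 (-6.16, adjusted p = 1.34e-09). That the 3 libraries of one group lay wholly above the 3 of the other was a condition of the selection. Over the alternatives ssc-miR-30b-5p was called in 10 of 19, ssc-miR-411 in 12 of 19, novel_miR_1222 in 13 of 18, ssc-miR-7857-3p in 14 of 19, and each of the others in at least 18 of 19. After median-of-ratios scaling, 9 of the 9 were called, against library composition as the source. After thinning to equal depth 8 were called, so a difference in depth does not account for these. The exception, ssc-miR-30b-5p, kept a log2 fold change of -1.70 after thinning and lost only its call. Of the 8, the 5 changes that involve BF-4d or BF-8d (ssc-miR-411, novel_miR_1222, novel_miR_21 and novel_miR_298 from day 2 to day 4 in BF and between the sources) come from libraries with a lower share of reads on miRNAs, which was not tested for them. That share was at least 34.3% against at most 91.9% elsewhere, and a loss of miRNA reads alike for all miRNAs leaves TPM as it is. The TPM of a new entry that is a fragment of another RNA would instead grow with the reads outside miRNAs. How far it would grow was not tested. novel_miR_21 had a mean of 115 TPM in BF-8d, where the share was low, and 0.645 in IMF-8d. This property is therefore not excluded for it. For novel_miR_298 in BF-4d it is not excluded either, although novel_miR_298 also rose in IMF-8d, where the share was from 88.3% to 89.8%. The change of ssc-miR-411 cannot be told apart from this property. For novel_miR_1222, both groups compared have the lower share, from 59.3% to 67.2% in BF-4d and from 34.3% to 71.7% in BF-8d. These ranges overlap, but they do not measure how far a fragment of another RNA would grow, so this property is not excluded as its source. For those of the 8 that involve neither BF-4d nor BF-8d, a difference between the groups is a hypothesis.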

How the results depend on the processing

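Of 228 recomputed counts and shares, 160 stayed within the limits set for them and 68 moved. Leaving out libraries gave 96 more, of which 47 stayed and 49 moved. The cause was not tested except where a value is given. Main values precede the alternatives, and comparisons are in the order of the text.

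Without the filter on low values, DE-miRNAs fell from 18 to 5 (BF-0d vs BF-2d), 26 to 0 (BF-2d vs BF-4d), 13 to 3 (BF-4d vs BF-8d), 56 to 28 (IMF-4d vs IMF-8d), 126 to 76 (day 0), 53 to 2 (day 2) and 156 to 50 (day 4). Sets went to 8 in any BF step, 0 in all BF steps, 28 in any IMF step, 0 shared, 8 in BF only and 2 on all days, Table S7 calls to 69 and calls of key miRNAs to 18. At a mean of at least 10 TPM, IMF-0d vs IMF-2d gave 2, IMF-2d vs IMF-4d 1, day 8 101, all BF steps 3, all IMF steps 1, any day 152, Table S7 calls 66 and the differing time courses 77. This filter left values for 43 of 56 changes of single miRNAs. With a pseudocount of 0.1, IMF-0d vs IMF-2d gave 2.

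One fit of all 24 libraries gave 46, 104 and 81 for the BF steps, 5 and 1 for the first IMF steps, 174 in any and 5 in all BF steps, 1 in all IMF steps, 48 shared, 126 in BF only and 23 in IMF only. With the replicate number as a block, BF-0d vs BF-2d gave 0 (104 had an unadjusted p under 0.05 without it), BF-2d vs BF-4d 42, day 2 9, all BF steps 0, all days 7 and IMF only 25. Deviations of same-numbered libraries from their group means correlated at 0.00568, against -0.00263 for other libraries. For same-numbered BF and IMF libraries of one day the correlation was 0.0587. These low values show no clear pairing by number. A block spends degrees of freedom, but whether this moved the counts was not tested, and BF-2d vs BF-4d rose from 26 to 42.

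Median-of-ratios scaling gave 35 for BF-0d vs BF-2d, 3 and 1 for the first IMF steps and 2 for all BF steps. It moved the median of all miRNAs by 0.13 for IMF-2d vs IMF-4d. The percent of DE-miRNAs higher on the later day went from 96.2 to 73.9 (BF-2d vs BF-4d), and from 76.9 to 62.5 (BF-4d vs BF-8d). Between the sources the majority turned from lower to higher in IMF on days 0, 2 and 8 under this scaling. In simulated data limma on TPM made many false calls when the most abundant miRNA was raised 2-fold or 4-fold. ssc-miR-21-5p had means of 57.2% of the reads in BF-0d and 57.4% in IMF-0d. The means in BF and IMF were 55.8% and 53.1% on day 2, 51.8% and 54.3% on day 4, and 35.5% and 42.5% on day 8. These differences are smaller than the simulated ones, so those rates of false calls do not carry over. Directions that follow the scaling are still not settled. Merging entries gave 11 for BF-0d vs BF-2d and 1 for IMF-2d vs IMF-4d. edgeR gave 56, 17, 7 and 1 for BF-0d vs BF-2d, BF-2d vs BF-4d, IMF-0d vs IMF-2d and IMF-2d vs IMF-4d, and 1 in all IMF steps. DESeq2 gave 56, 54 and 24 for the BF steps, 9 and 2 for the first IMF steps, 106 in any and 4 in all BF steps, 1 in all IMF steps, 33 shared, 73 in BF only and 50 calls of key miRNAs. Dropping the fold change criterion moved no count past its limit. The interaction test was not run with that setting or with one fit of all libraries, which it already is.

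Requiring a mean of at least 1 TPM, 430 entries were detected, 160 of them new. Weighted by mean TPM, 93.4% of known, 89.6% of new and 93.4% of all sequences had 21 to 23 nt, against 88.3%, 74.5% and 79.6% unweighted.

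Across the 6 fits that each left out one library, counts ran from 0 to 42, 2 to 78 and 0 to 30 for the BF steps, 0 to 12, 0 to 0 and 32 to 62 for the IMF steps, and 86 to 105, 2 to 85, 123 to 171 and 143 to 194 for days 0, 2, 4 and 8. Across the 3 fits without one replicate number they ran from 2 to 86 (any BF step), 0 to 0 (all BF steps), 16 to 39 (any IMF step), 0 to 0 (all IMF steps), 2 to 11 (shared), 0 to 75 (BF only), 5 to 29 (IMF only), 179 to 244 (any day), 0 to 13 (all days), 70 to 75 (Table S7), 18 to 23 (key miRNAs) and 57 to 89 (differing time courses).

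Changes of single miRNAs kept direction and side of the criteria in 464 of 547 recomputations, with 36 weaker, 47 stronger and 0 reversed. Leaving out libraries gave 83 of 112 the same, 24 weaker, 4 stronger and 1 reversed: ssc-miR-214-3p in BF-4d vs IMF-4d, which ran from a log2 fold change of -0.10 to 0.59 where all libraries give 0.32. After thinning to the smallest library, 4954845 reads, BF-2d vs IMF-2d gave 30 DE-miRNAs and BF-8d vs IMF-8d 160. The random thinning was not repeated, and the first count ran from 2 to 85 when a library was left out. The smallest library is itself in BF-8d, so the 2 comparisons were not thinned alike. Whether depth limits the first more than the second cannot be told.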

Differences from the paper's values

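The paper shows about 40 DE-miRNAs for BF-0d vs BF-2d in Figure 2e, read by eye, against 18 here. Of the alternatives set before the data were examined, those without such a difference were a mean of at least 10 TPM (27), one fit of all 24 libraries (46), median-of-ratios scaling (35), edgeR (56), DESeq2 (56) and leaving out BF-2d replicate 3 (42). A pseudocount of 0.1 (15), no filter (5), the replicate block (0), FDR alone (19), merged entries (11) and leaving out any other library (0 to 4) still differed. For IMF-0d vs IMF-2d the paper shows about 5 in Figure 2f, read by eye, against 0 here (68 at an unadjusted p under 0.05). One fit of all libraries (5) and edgeR (7) did not differ. A pseudocount of 0.1 and a mean of at least 10 TPM (2 each), scaling (3), DESeq2 (9), no filter, the block, FDR alone and merged entries (0 each) and leaving out a library (0 or 12) did. For IMF-2d vs IMF-4d the paper shows about 1 in Figure 2f, read by eye, against 0 here (65 at an unadjusted p under 0.05). A mean of at least 10 TPM, one fit of all libraries, scaling, merged entries and edgeR gave 1 each. A pseudocount of 0.1, no filter, the block, FDR alone and leaving out a library gave 0 each, and DESeq2 gave 2.

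The paper states 2 DE-miRNAs in all BF steps, against 1 here. Scaling (2) and a mean of at least 10 TPM (3) did not differ, while a pseudocount of 0.1, FDR alone, merged entries and edgeR (1 each), no filter, the block and leaving out a replicate (0 each), one fit of all libraries (5) and DESeq2 (4) did. In all IMF steps the paper states 1, against 0 here. A mean of at least 10 TPM, one fit of all libraries, edgeR and DESeq2 gave 1 each, and every other alternative 0. Only in IMF the paper states 23, against 39 here. DESeq2 (33), one fit of all libraries (23), a mean of at least 10 TPM (33), scaling (32), no filter (28), the block (25) and leaving out replicate 2 (19) or replicate 3 (29) did not differ. FDR alone (46), edgeR (44), merged entries (38), a pseudocount of 0.1 (39) and leaving out replicate 1 (5) did.

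For novel_miR_326, Figure S5 of the paper shows, read by eye, about 0.2 in BF-0d against 1.19 TPM here, about 0.1 against 3.39 in BF-2d, about 0.0 against 3.76 in IMF-0d, about 0.1 against 4.32 in IMF-2d, about 0.0 against 2.66 in IMF-4d and about 0.6 against 1.95 in IMF-8d. No alternative applies to these group means. The colours were assigned to the sources as the other miRNAs of the figure match the deposited values, which is the reverse of its legend.

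The figure has the most DE-miRNAs among the BF steps in BF-0d vs BF-2d, while here BF-2d vs BF-4d has the most (26). A mean of at least 10 TPM, no filter, scaling, edgeR, DESeq2 and leaving out BF-2d replicate 3 or BF-4d replicate 2 put BF-0d vs BF-2d first. Of the 144 entries of Table S7, 104 were called here. DESeq2 called 134, edgeR 128, scaling 125 and one fit of all libraries 119. Among the key miRNAs, DESeq2 called each listed change that limma did not: ssc-miR-145-5p in BF-4d vs BF-8d and IMF-4d vs IMF-8d, ssc-miR-370 in BF-0d vs BF-2d and BF-4d vs BF-8d, ssc-miR-129b in BF-0d vs BF-2d, ssc-miR-615 in BF-2d vs BF-4d, novel_miR_126, ssc-miR-6782-3p, ssc-miR-199a-5p and ssc-miR-339-5p in IMF-4d vs IMF-8d, ssc-miR-214-3p, ssc-miR-199a-5p and ssc-miR-339-5p in BF-4d vs IMF-4d, and ssc-miR-214-3p in BF-8d vs IMF-8d. edgeR called these except ssc-miR-370 in BF-4d vs BF-8d. Scaling called these except novel_miR_126 and ssc-miR-339-5p in IMF-4d vs IMF-8d and the changes of ssc-miR-370. One fit of all libraries called those of ssc-miR-370, ssc-miR-129b, ssc-miR-615 and ssc-miR-6782-3p, and ssc-miR-145-5p in BF. A mean of at least 10 TPM called those of ssc-miR-129b and ssc-miR-6782-3p, and ssc-miR-145-5p in BF. FDR alone called ssc-miR-214-3p in BF-8d vs IMF-8d. Leaving out a library gave calls for the changes of ssc-miR-370, ssc-miR-129b, ssc-miR-615 and ssc-miR-145-5p and for ssc-miR-339-5p in IMF-4d vs IMF-8d.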

Other observations

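All tests below except the splits of libraries were chosen only after the results were seen.

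Other splits of the 6 libraries of a comparison were fitted in the same way. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many DE-miRNAs in each of BF-0d vs BF-2d, BF-2d vs BF-4d, BF-4d vs BF-8d, IMF-4d vs IMF-8d and the comparisons of BF with IMF on the 4 days, and the others gave 0. For IMF-0d vs IMF-2d and IMF-2d vs IMF-4d, 4 of 4 gave as many, since the real count is 0 (68 and 65 at an unadjusted p under 0.05). The 6 splits that part fewer pairs also gave 0. With 4 splits, regrouping by luck cannot be excluded by this count.

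Few of the DE-miRNAs of BF-4d vs IMF-4d are higher in IMF (20.5%). After median-of-ratios scaling 43.3% were higher. This scaling brings the median log2 fold change close to 0 (from -0.34 to -0.00) whatever its cause, so library composition, with a few miRNAs taking most of the reads, and a true shift of most miRNAs cannot be told apart by it.

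The share of clean reads on miRNAs was at most 71.7% in the 6 libraries of BF-4d and BF-8d and at least 81.5% in the other 18. If fragments over 30 nt were the source, each of the 6 would have more raw reads over 30 nt than the others. The lowest had 3.91%, under the highest of the others (9.58%), so this did not hold in every library. In 4 of the 6 the percent was above that of every other library (10.4% to 21.4%). These are percents of raw reads, while the share on miRNAs is of clean reads. If long reads were removed in cleaning, they could not lower that share, so these values cannot decide. Raw reads under 18 nt made up from 0.513% to 1.64% in BF-4d and from 1.39% to 3.79% in BF-8d. In the other libraries they made up at most 1.00%. Which RNAs took the remaining reads was not tested. The later days of differentiation in BF and a poorer quality of these libraries cannot be told apart.

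ssc-miR-370 lies among 7 tested miRNAs on chromosome 7 between 121697837 and 121736972. Their median log2 fold change from BF to IMF was 1.91, 1.00, 0.83 and 2.30 on days 0, 2, 4 and 8, and positive after scaling too (2.07, 1.14, 1.25 and 2.56). In 6 of the 7 the IMF libraries lay above the BF libraries on all 4 days, and after scaling also in 6, against library composition as the source. The median lay at percentile 99.99 or above of 10000 random sets of known miRNAs matched on expression, but the cluster was chosen for this pattern, so that comparison cannot tell. RNA from skeletal muscle cells in the IMF cultures could be another source. Of 3 skeletal muscle miRNAs tested on day 0, 1 was called higher in IMF, ssc-miR-133a-3p (log2 fold change 0.82, limma adjusted p = 0.0330), while ssc-miR-499-5p was lower (-0.59, adjusted p = 0.0426) and ssc-miR-1 was not past the criteria (0.46, adjusted p = 0.221). On day 2 ssc-miR-1 had a mean of 924 TPM in IMF against 484 in BF, ssc-miR-133a-3p 12.3 against 9.78 and ssc-miR-499-5p 12.0 against 16.4. For days 0 and 2 the pattern cannot be told apart from RNA of muscle cells. On day 4, when the cluster was still higher in IMF, ssc-miR-1 had a mean of 816 TPM in IMF against 1203 in BF. ssc-miR-133a-3p had 11.3 against 21.3. These values go against muscle cells as the source on that day. ssc-miR-499-5p did not, with 13.8 ± 2.39 TPM in IMF against 12.5 ± 3.12 in BF (SD, n = 3). Muscle cells are therefore not ruled out on day 4. On day 8 ssc-miR-1 was lower in IMF (1228 against 1737) and ssc-miR-133a-3p was not (26.6 against 22.4).

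On chromosome X, 10 tested miRNAs between 110381587 and 110387981, with ssc-miR-424-5p and ssc-miR-450b-5p among them, had median log2 fold changes from BF to IMF of -0.96, -1.14, -1.41 and -0.67 on days 0, 2, 4 and 8. After scaling these were -0.80, -0.99 and -0.35 on days 0, 4 and 8, and on day 2 the median in IMF was lower by 1.00. All BF libraries lay above all IMF libraries on days 0, 2 and 4 in 7 of the 10, and in 6 after scaling. On all 4 days they did so in 7, and in 4 after scaling, so library composition may account for a part. The highest percentile among matched random sets was 3.88, on day 8, for a cluster chosen for its pattern, which cannot tell. The 2 clusters were picked for their shift from a list of the larger clusters of known miRNAs, the others of which were not tested, and a difference between the sources is a hypothesis.

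The sequence shared by novel_miR_326, novel_miR_433, novel_miR_930 and novel_miR_1018 has 43 exact copies in the reference, and that of novel_miR_126 has 3360, all soft-masked. A repeat present at many places may therefore be the source of their reads. No biological explanation was tested for them.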
